# Dnmt1 mediates epigenetic restriction of invasive traits in clonal crayfish

**DOI:** 10.1038/s41467-026-71049-z

**Published:** 2026-03-26

**Authors:** J. Jaime Diaz-Larrosa, Vitor Carneiro, Katharina Hanna, Günter Raddatz, Frank Lyko

**Keywords:** DNA methylation, Freshwater ecology, Non-model organisms

## Abstract

*Procambarus virginalis* (marbled crayfish) is a parthenogenetically reproducing invasive crayfish species. Its global population is monoclonal, which raises questions about the mechanisms promoting their invasiveness. Here we show that environmental changes downregulate the highly conserved *Dnmt1* DNA methyltransferase in marbled crayfish. When phenocopying this effect through a dsRNA-based in vivo knockdown, we observe enhanced invasiveness-related behavioral traits. Image cytometry and single-cell RNA sequencing reveal an expansion of mature granular immune cells and depletion of hemocyte-derived neuronal precursors, which support adult neurogenesis. Whole-genome bisulfite sequencing shows that these phenotypes coincide with a global loss of gene body DNA methylation and dysregulation of nervous and immune system genes. Additionally, we observe nucleosome destabilization to be associated with transcriptional changes after methylation loss. Taken together, our findings identify Dnmt1 as a potential canalizer of cellular and organismal phenotypes, thus providing a framework for how epigenetic mechanisms modulate invasiveness.

## Abstract (web summary)

The role of epigenetics in rapid adaptation remains poorly understood. This study shows that reduced Dnmt1-mediated DNA methylation in the clonal marbled crayfish alters chromatin organization, cell differentiation, and increases invasive behaviours.

## Introduction

Biological invasions are a globally underestimated problem, with pressing ecological and economic consequences, often leading to ecosystem disruption and significant financial costs^1^. The success of invasive species is frequently attributed to their ability to rapidly adapt to new environments, despite low genetic diversity^2^. This adaptability has been linked to epigenetic mechanisms, particularly DNA methylation, which can mediate phenotypic plasticity and enable organisms to thrive in diverse environments^3,4^. In fact, DNA methylation has already been implicated in a range of traits relevant to invasiveness, including stress, temperature, salinity or pollution response, albeit with little or no mechanistic insights^5,6^.

Non-indigenous crayfish species represent a well-studied paradigm for successful biological invasions^7^. Unlike other freshwater species, crayfish possess the ability to disperse over land and survive outside aquatic habitats for extended periods, which enhances their invasive potential^8^. Important examples for successful crayfish invasions include *Pacifastacus leniusculus* (signal crayfish), whose aggressiveness and adaptability has made it a successful invader in Europe, California and Japan, where it has displaced the autochthonous *Cambaroides japonicus*^9,10^. Similarly, *Procambarus clarkii* (red swamp crayfish) has been shown to feed on a wide variety of amphibian species, because it can avoid the natural defenses they have created and is a more effective predator than the indigenous species^11^.

Studies of invasive crayfish species have identified behavioral traits, such as increased activity, boldness, and exploratory drive, as critical factors for successful invasion^12^. Interestingly, freshwater crayfish exhibit neurogenesis throughout their lifespan, which is driven by neuronal precursors derived from a subset of hemocytes^13^. Crayfish hemocytes are multifunctional immune cells critical for survival in pathogen-rich environments. They are comprised by three major cell types: hyaline cells (HCs), semigranular cells (SGCs), and granular cells (GCs), each with distinct functions and degrees of maturation^14–16^. Hemocyte-derived neural precursors (HDNPs) migrate to the neural stem cell niche, where they differentiate into mature neurons^17,18^, thus linking the immune and nervous systems into a complex regulatory network with considerable relevance for invasive success.

Physiological adaptations that infer phenotypic flexibility have been discussed in the context of several ecological models of invasiveness. For example, the Evolution of Increased Competitive Ability (EICA) hypothesis proposes that invading species may reallocate energy and resources from immunity towards growth and reproduction to enhance competitiveness^19^. Furthermore, the General-Purpose Genotype (GPG) hypothesis suggests that clonal or genetically homogenous species can achieve ecological success through a phenotype that tolerates a wide range of ecological conditions^20^. Both frameworks emphasize physiological flexibility as a main driver of invasion success. In this context, DNA methylation has been proposed to regulate plasticity by stabilizing certain developmental trajectories and buffering environmental effects, a concept referred to as epigenetic canalization^21^.

*Procambarus virginalis* (marbled crayfish) is a novel parthenogenetic freshwater crayfish species^22^. It produces clonal, all-female offspring that exhibit remarkable phenotypic plasticity despite minimal genetic variation^22,23^. Since its emergence in the mid-1990s, the marbled crayfish has spread rapidly across global freshwater ecosystems, mainly because of anthropogenic introductions^24–26^. As the species thrived in diverse environments despite the lack of genetic variation, epigenetic regulation, such as DNA methylation, was suggested to play a central role in mediating its invasive potential^4^. We have shown previously that the marbled crayfish genome is methylated and that it encodes a conserved DNA methylation toolkit consisting of a Dnmt1, Dnmt3 and Tet homolog, respectively^27^. We have also provided evidence for alterations in DNA methylation patterns in response to environmental parameters^28,29^, suggesting that DNA methylation may play a role in the adaptivity of *P. virginalis*.

DNA methyltransferase 1 (Dnmt1) is an evolutionary conserved enzyme responsible for the maintenance of DNA methylation patterns. It is the main enzyme for catalyzing the covalent addition of methyl groups to cytosine bases, predominantly within CpG dinucleotides^30^. This reaction produces 5-methylcytosine (5mC), the most widely studied epigenetic mark^31^. The functional consequences of DNA methylation vary significantly depending on the genomic context. The methylation of gene regulatory elements, such as promoters and enhancers, has been linked to the regulation of gene expression by modulating the recruitment of transcription factors or other transcription modifiers^32,33^. The role of DNA methylation in other regions, such as gene bodies, is less well understood, although increasingly considered as an additional regulatory mechanism of eukaryotes^34,35^.

The functional analysis of Dnmt1 was pioneered through the generation of Dnmt1 knockout mice^36^, which revealed an important role of this enzyme in mammalian cell fate specification^37,38^. This includes the hematopoietic system, where Dnmt1 was shown to protect hematopoietic stem cells from lineage restriction^39^. In insects like *Bemisia tabaci* (whitefly) or *Oncopeltus fasciatus* (large milkweed bug) Dnmt1 has been suggested to play a role in gametogenesis^40,41^, although these observations lack a mechanistic understanding or are not clearly related to changes in DNA methylation^42^.

In a previous study, we have found that global DNA methylation was significantly lower in *P. virginalis* compared to its non-invasive parent species, *Procambarus fallax*^27^. This suggested that lower methylation levels may promote invasive traits. In this study, we first ask whether *Dnmt1* expression responds to ecological changes (temperature and water quality), reflecting the new and variable conditions potentially encountered by an invading animal. After observing a pronounced downregulation of *Dnmt1* under these conditions, we developed an RNAi-based in vivo knockdown approach in marbled crayfish to assess the functional consequences of *Dnmt1* depletion. Our results show that the reduction of *Dnmt1* promotes behavioral traits associated with successful invasions. This effect is accompanied by a shift in hemocytic cell differentiation, as knockdown of *Dnmt1* depletes the numbers of immature HDNPs, while expanding those of the mature immune GCs. Further analysis shows a global reduction of gene body DNA methylation and transcriptional dysregulation of genes involved in nervous and immune system functions, potentially caused by a decrease in nucleosome positioning stability. Together, our findings highlight Dnmt1 as an important mediator of invasive behavior through its effects on cellular differentiation and gene expression.

## Results

### Environmental changes downregulate *Dnmt1* expression

To test whether environmental conditions can modulate the expression of the DNA methylation machinery of marbled crayfish, we quantified the levels of *Dnmt1*, *Dnmt3*, and *Tet* mRNA in hemocytes by quantitative PCR (qPCR) after changing rearing conditions in laboratory culture. In a first experiment, we transferred the animals from room temperature (RT) to a cold environment (4 °C) for 24 h and then returned them to RT for a 24 h recovery period. Compared to animals maintained at RT throughout the whole experiment, cold-treated crayfish exhibited a clear (2.1-fold) and significant (*p* < 0.05, unpaired *t* test) downregulation of *Dnmt1* in hemocytes which became even more pronounced (11.1-fold, *p* < 0.01, unpaired *t* test) during the recovery phase (Fig. 1a). In contrast, *Dnmt3* remained largely unchanged under both conditions (Fig. 1b), while *Tet* expression displayed a transient upregulation during the cold challenge that returned to baseline levels during recovery (Fig. 1c). Given the pronounced downregulation of *Dnmt1* following cold exposure, we next asked whether other types of environmental shifts could elicit similar effects. Therefore, we transferred animals that were reared in a biofloc environment^39^ to a clearwater aquarium environment. Two days post-transfer, *Dnmt1* expression in hemocytes was strongly (4.3-fold) and significantly (p < 0.05, unpaired *t* test) downregulated compared to animals exclusively reared in the aquarium (Fig. 1d). Expression levels remained lower at seven- and fourteen-days post-transfer, although these differences were less pronounced and not statistically significant (Fig. 1d). These findings strongly suggest that changes in environmental conditions downregulate *Dnmt1* mRNA expression.

**Fig. 1:**
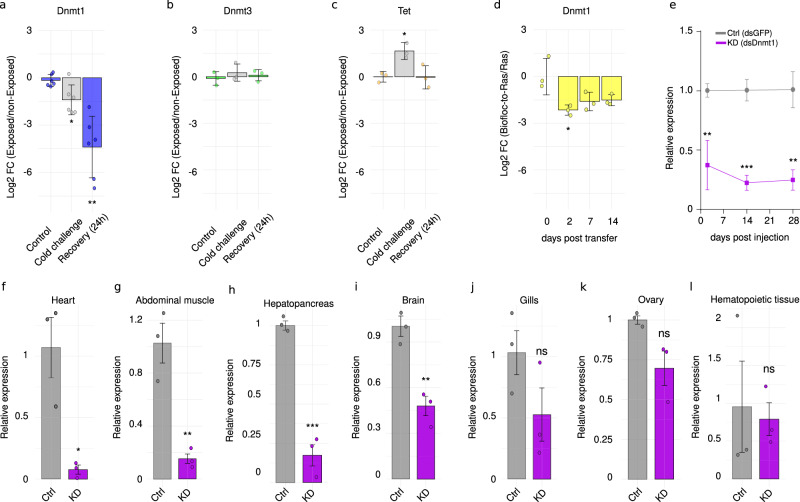
Downregulation of *Dnmt1* in marbled crayfish through exposure to different environmental conditions and dsRNA-mediated in vivo knockdown. **a** Relative *Dnmt1* expression (Log₂-fold change, FC) in hemocytes after 24 h cold exposure and 24 h at RT exposure, normalized to *t *= 0 and expressed relative to non-exposed controls; *n* = 6 biological replicates per group. Exact *p*-values: *t* = 0 vs 24 h, *p *= 0.0228; *t* = 0 vs 48 h, *p* = 0.0028; 24 h vs 48 h, *p* = 0.0113. **b** Relative *Dnmt3* expression (log₂FC) under the same cold-exposure and recovery conditions (*n* = 3 biological replicates per group). Exact *p*-values: *t* = 0 vs 24 h, *p* = 0.4072;* t* = 0 vs 48 h, *p* = 0.6836; 24 h vs 48 h, *p* = 0.5616. **c** Relative *Tet* expression (log₂FC) under the same cold-exposure and recovery conditions (*n* = 3 biological replicates per group). Exact *p*-values: *t* = 0 vs 24 h, *p* = 0.0161;* t* = 0 vs 48 h, *p* = 0.0378; 24 h vs 48 h, *p* = 0.9569. **d** Relative *Dnmt1* expression (Log₂FC) at 0, 2, 7, and 14 days post-transfer from a biofloc environment to clearwater, normalized to *t* = 0 and expressed relative to non-transferred controls; *n* = 3 biological replicates per time point. Relative *Dnmt1* expression (log₂FC) at 0, 2, 7, and 14 days following transfer from a biofloc environment to clearwater, normalized to *t* = 0 and expressed relative to non-transferred controls (*n* = 3 biological replicates per time point). Exact p-values: *t* = 0 vs 2 d, *p* = 0.0385; *t* = 0 vs 7 d, *p* = 0.1030; *t* = 0 vs 14 d, *p* = 0.1009; 2 d vs 7 d, *p *= 0.2328; 2 d vs 14 d,* p *= 0.0814; 7 d vs 14 d, *p* = 0.8228. **e** *Dnmt1* transcript levels in hemocytes at 2, 14, and 28 days post-injection (dpi); *n* = 3 biological replicates per group and time point. Exact* p*-values: 2 dpi Ctrl (gray) vs KD (purple), *p* = 0.0072; 14 dpi Ctrl vs KD, *p* = 0.0003; 28 dpi Ctrl vs KD, *p* = 0.0098. **f**–**l** *Dnmt1* transcript levels in different tissues at 14 dpi (*n* = 3 biological replicates per tissue): (**f**) heart (*p* = 0.0164); (**g**) abdominal muscle (*p* = 0.005); (**h**) hepatopancreas (*p* = 0.0004); (**i**) brain (*p* = 0.0047); (**j**) gills (*p* = 0.205); (**k**) ovary (*p* = 0.056); and (**l**) hematopoietic tissue (*p* = 0.81). Each dot represents one biological replicate; bars indicate mean values ± standard deviation. Statistical analyses were performed using unpaired two-sided *t* tests and 95% confidence intervals. ns, not significant; *p < 0.05; **p < 0.01; ***p < 0.001. Ctrl, control; KD, knockdown. Source data are provided as a Source Data file.

### Establishment of an in vivo *Dnmt1* knockdown in marbled crayfish

To investigate the functional role of *Dnmt1* in marbled crayfish adaptability and physiology, we established an in vivo knockdown (KD) of Dnmt1. We adapted an RNA interference (RNAi) approach from other species^43^ by generating ~500 bp double-stranded RNAs (dsRNAs) for both *P. virginalis Dnmt1* and *A. victoria GFP* (as a control) via in vitro transcription. After processing, the resulting dsRNAs were then injected into the crayfish hemolymph through the arthrodial membrane between the cephalothorax and the abdomen^44^, which reduces the excessive bleeding of the more traditional approach through the sinus between the third and fourth walking leg^45^.

To assess the efficacy of the knockdown, hemocytes were collected 48 hours post injection (hpi) using a hypodermic syringe and processed immediately for RNA isolation. qPCR showed that the expression of *Dnmt1* was robustly (63%) and significantly (*p* < 0.01, unpaired *t* test) reduced in hemocytes from KD animals relative to controls. This depletion increased with time, resulting in a more pronounced (79%) reduction at 14 days-post injection (dpi) and 74% at 28 dpi (Fig. 1e). Analysis of *Dnmt1* mRNA levels in other tissues 14 dpi revealed different degrees of knockdown efficiency with the highest levels of reduction in heart (93%; Fig. 1f), abdominal muscle (85%; Fig. 1g) and hepatopancreas (83%; Fig. 1h). Other organs like brain, gills, ovary and the hematopoietic tissue (HPT), showed more moderate *Dnmt1* depletion (52–14%, Fig. 1i–l). These findings demonstrate that our RNAi protocol produces a stable and systemic in vivo knockdown of *Dnmt1* in marbled crayfish.

### *Dnmt1* knockdown enhances behavioral traits associated with invasiveness in marbled crayfish

To evaluate the role of Dnmt1 in marbled crayfish invasiveness, we conducted behavioral assays using a plus-shaped maze^46^. Following one week of isolation from other animals to remove any previous social memory^47^, three independent batches of KD and control animals with similar weight distribution (Supplementary Fig. S1a, b) were evaluated under identical conditions. The results revealed that depletion of *Dnmt1* expression significantly reduced the total time animals remained immobile (47%, *p* < 0.05; unpaired *t* test; Fig. 2a) and the average duration of individual stops (54%, *p* = 0.06; unpaired *t* test; Fig. 2b), indicating increased activity levels in KD animals. Furthermore, KD animals exhibited a significant (*p* < 0.05; unpaired *t* test; Fig. 2c) two-fold increase in the average number of climbing attempts and a 46% increase in movement frequency between maze sections (Fig. 2d), suggesting enhanced boldness and exploratory drive, which have previously been linked to crayfish invasiveness^12^.

**Fig. 2:**
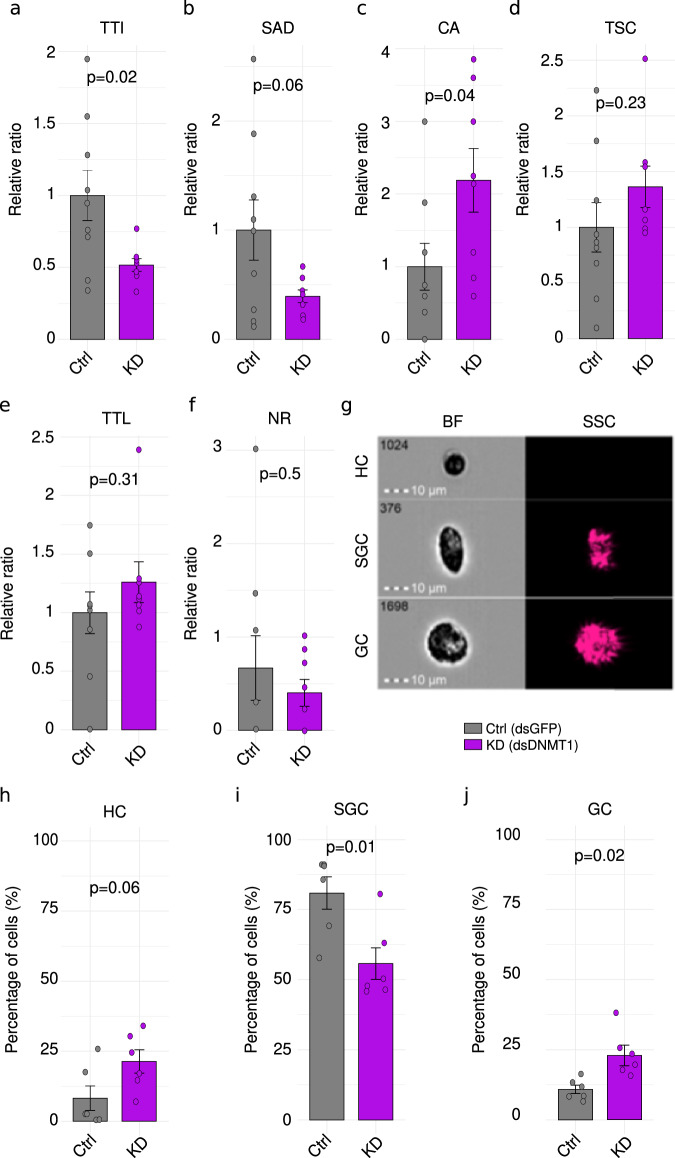
*Dnmt1* knockdown enhances invasive phenotypes in marbled crayfish. Quantification of behavioral traits associated with invasiveness in *Dnmt1* knockdown (KD; *n* = 8; purple) animals versus controls (Ctrl, *n* = 9; gray): **a** Total time immobile (TTI). **b** Stop average duration (SAD). **c** Climbing attempts (CA). **d** Total space changes (TSC). **e** Total time in light (TTL). **f** Number of retreats. **g** Representative image cytometry pictures showing the differences of the three main immune cell types based on brightfield (BF; size) and side scatter (SSC; granularity) parameters: HCs, SGCs and GCs. Once identified, these cells were quantified as shown in (**h**) HCs; (**i**) SGCs; and (**j**) GCs. in control (*n* = 6) and KD (*n* = 6) hemocytes at 28 days post-injection (dpi). Bars indicate mean values ± standard error. Statistical analysis used unpaired two-sided *t* tests or Welch's test depending on the equality of the variances determined using Levene’s tests, and 95% confidence intervals. Source data are provided as a Source Data file.

Interestingly, *Dnmt1* KD animals also presented behavioral traits indicative of reduced anxiety. They spent 31% more time in the light zones of the maze compared to controls, despite crayfish natural aversion of well-lit areas (Fig. 2e). In addition, the KD group exhibited a 46% reduction in the number of retreats (Fig. 2f), defined as incomplete attempts to enter other sections, although these differences were not statistically significant. Principal component analysis (PCA) of all the parameters measured showed a statistically significant (*p* < 0.05; Monte Carlo Permutation test) separation of the treatment groups, consistent with a global difference in behavior. Collectively, these findings demonstrate the influence of *Dnmt1* in modulating *P. virginalis* behavior and that reduced expression of Dnmt1 can result in a behavioral pattern typical for successful crayfish invaders^48^.

### Knockdown of *Dnmt1* affects cell fates in hemocytic cell populations

We also examined hemocyte populations to understand the cellular basis of the observed behavioral alterations. Hemocytes are the cellular component of crayfish immunity, crucial for pathogen defense, encapsulation and surveillance^49^. The three main immune cell types develop along a single developmental trajectory from HCs to SGCs and finally to GCs^16^. In addition to their immune functions, hemocytes also serve as a source of neuronal progenitors, here termed HDNPs, which migrate to the neural stem cell niche to produce new neurons^13^ (Supplementary Fig. S1c). Due to the absence of antibody-based techniques for labeling these cells, we developed an image cytometry-based protocol that enables high-resolution imaging of individual hemocytes from the three main immune cell types (Fig. 2g). This approach allowed us to classify and quantify hemocyte populations based on morphological characteristics, such as cell size and granularity (Supplementary Fig. S1d). We analyzed one thousand hemocytes per sample from six control and six *Dnmt1* KD animals at 28 dpi. The quantification of these cell types showed that KD animals presented a significant (*p* < 0.05, unpaired *t* test) two-fold increase in GCs (Fig. 2j), with a concomitant reduction of SGCs from 80% to 55% (Fig. 2i), as well as a non-significant increase of HCs (Fig. 2h). These results demonstrate that the knockdown of *Dnmt1* affects hemocyte differentiation, shifting the balance towards more differentiated GCs.

To analyze the effects of *Dnmt1* knockdown on hemocyte cell types in more detail, we performed single-cell RNA sequencing (scRNA-seq) using the 10X Genomics platform on 3 control and 3 KD samples 28 dpi (Supplementary Table S1). 

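Hemocytes are the circulating blood cells of the crayfish, and the knockdown (KD) was made by injecting double-stranded RNA against *Dnmt1*, with dsRNA against GFP in the controls. Hemocytes of 3 control and 3 KD animals, sampled 28 dpi, were loaded on the 10X Genomics droplet platform, which tags each transcript with a cell barcode and a unique molecular identifier (UMI). The authors aligned the reads and counted UMIs with Cell Ranger 7.0.0, with intronic reads included and no cell number forced, and deposited for each animal the whole-number UMI counts of 72982 features in the barcodes called as cells. The features carry identifiers only and are not paired with gene names. Total UMI counts over all barcodes were 2472319, 1782036 and 615038 in the control samples Ctrl1, Ctrl2 and Ctrl3 and 1336669, 259605 and 2487952 in KD1, KD2 and KD3, so that the shallowest KD library held fewer UMIs than any control library. Cells with fewer than 100 or more than 2000 features were left out, as in the methods of the paper, and the filter on mitochondrial counts was not applied because no feature is named as mitochondrial. Ctrl1 had 8078 barcodes, of which 5318 were kept, with a median of 281 UMIs per cell. KD1, with 881 cells kept, had a median of 1258 UMIs, so depth per cell differed between animals of the 2 groups. Clustering followed the stated Seurat settings, with anchors from canonical correlation analysis used to integrate samples because the paper's text does not name the integration function. The animal was the replicate in every test, and counts were summed over the cells of each animal before testing. With 3 animals against 3, an exact two-sided permutation test cannot give a p-value below 0.1. The deposited libraries also differed in their cell barcodes. Of the barcodes of Ctrl1, 25.1% opened with 7 bases that also opened a barcode of KD3, against 97.3% for Ctrl2, 97.4% for Ctrl3, 97.3% for KD1 and 96.9% for KD2. Ctrl2, Ctrl3, KD1 and KD2 shared barcodes with each other, whereas Ctrl1 shared none with any library and KD3 shared 1, with KD2. Comparisons between animals are therefore also given within Ctrl2, Ctrl3, KD1 and KD2, a choice made after seeing the data. Since these libraries share barcodes, they may not be independent of each other. The restriction also leaves out KD3, although its barcode openings match theirs. It is thus a limited check.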

Analysis of the control sample with the highest number of cells (*n* = 5318) identified four transcriptionally different clusters (Fig. 3a, b). 

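The 5318 filtered cells of Ctrl1, clustered on 9 principal components at resolution 0.1, formed 4 clusters. They are numbered here from 0 to 3 by size and are not given cell type names, since the files do not pair features with genes. Of the 5 leading features of each cluster by fold change, 4 in cluster 0, 5 in cluster 1, 3 in cluster 2 and 5 in cluster 3 are printed beside the heatmap of Fig. 3b, where the blocks of labels run in the opposite order to the cluster numbers. The number of clusters changed with the settings. With at least 200 features required per cell, 187 cells remained and formed a single cluster.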

Cluster annotation was inferred using sets of differentially expressed genes and homology-based comparisons from previously published crustacean datasets. Cluster 0 (80.5%), expressed markers consistent with SGCs, including a homolog of the crustacean hematopoietic factor^50,51^, Kazal-type serine protease inhibitors^52^, or Cathepsin-L, found in phagocytic cells^53,54^. 

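Cluster 0 held 4086 of the 5318 cells of Ctrl1, a share of 76.8% with an exact (Clopper-Pearson) 95% interval of 75.7% to 78.0%. This interval, like those for the other clusters, covers counting error only, since Ctrl1 is a single animal. Its cells had a median of 276 UMIs and 130 features. The leading feature, WNGS01021324.680489_28_covsplit, had UMIs in 68.1% of the cells of cluster 0 and in 32.7% of the other cells, and the 4 features that follow it had UMIs in 15.2% to 69.5% of the other cells. The share was 81.0% at resolution 0.05, where cells of clusters 2 and 3 joined cluster 0.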

Cluster 1 (10.2%) showed a strong expression of *FAT1*, a protocadherin homolog related to hemocyte-derived neuronal precursors in *P. leniusculus*^55^. 

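Cluster 1 held 553 cells of Ctrl1, which is 10.4% (exact 95% interval 9.59% to 11.2%). Its 2 leading features were WNGS01166011.2446490, with UMIs in 66.7% of its cells and 1.0% of the others, and WNGS01167840.2551381, with UMIs in 78.8% of its cells and 4.8% of the others. Median depth was 207 UMIs in cluster 1, below the medians of the other 3 clusters. The share stayed between 10.3% and 10.4% at resolutions 0.05 and 0.2, with 15 dimensions and with called doublets left out.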

The expression of other neuronal markers such as Netrin receptor *UNC-5* (ref. ^56^), gap-junction component Innexin 2 (ref. ^57^) and genes related to lipid metabolism, which is essential for the correct functioning of neurons^58^, further supports this cluster as HDNPs. Cluster 2 (5.2%) was characterized by the expression of mature immune cells markers like crustins^59,60^, invertebrate-type lysozyme^55^, several serpin proteases^61^, and a C-type lectin^62^, identifying the cluster as GCs. 

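Cluster 2 held 448 cells of Ctrl1, or 8.42% (exact 95% interval 7.69% to 9.20%). The cells were the deepest of Ctrl1, with a median of 739 UMIs per cell but only 139 features, the same median number of features as in cluster 1. WNGS01063966.1054011_0_covsplit led the cluster, with UMIs in 96.4% of its cells and 32.7% of the others. WNGS01039069.816776_0_covsplit, the next feature, had UMIs in 65.0% of its cells and 4.0% of the others. The share was 5.42% at resolution 0.05 and 6.73% with 15 dimensions.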

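The smallest of the 4 clusters of Ctrl1, cluster 3, held 231 cells, a share of 4.34% (exact 95% interval 3.81% to 4.93%), with a median of 296 UMIs per cell. The features WNGS01092210.1242857 and WNGS01092210.1271499 led it, with UMIs in 88.3% and 72.3% of its cells and in 2.6% and 0.5% of the other cells. Over all filtered cells of Ctrl1 the first of them had 966 UMIs, which is 5.34 per 10000 UMIs. Ctrl2 and Ctrl3 had 0.596 and 0.733 per 10000, and KD1, KD2 and KD3 had 0.715, 1.70 and 0.406. The other feature had 351 UMIs in Ctrl1, 0 in Ctrl2 and Ctrl3, 5 in KD1, 1 in KD2 and 3 in KD3.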

Finally, cluster 3 (4.1%) exhibited high levels of ribosomal structural components^63^, *Serp2* and *CISD3*, which are characteristic of proliferative and metabolically active cells and have previously been identified as markers of hematopoietic tissue cells in other crayfish species^55^. At the same time, this cluster also expressed glycine-rich antimicrobial peptides^64^, suggesting an intermediate phenotype associated with undifferentiated circulating prohemocytes (CPHs).

**Fig. 3:**
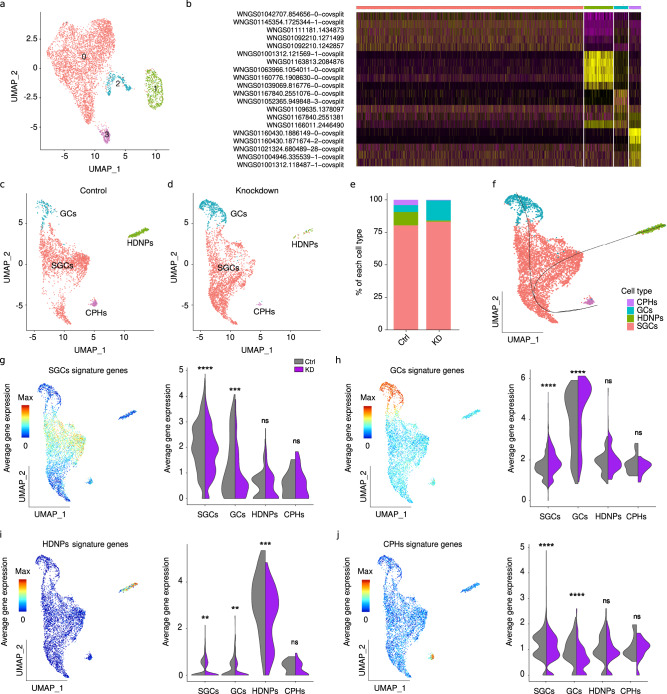
Single-cell RNA-seq reveals a knockdown-induced reduction of putative hemocyte-derived neuronal precursors. **a** UMAP projection of single-cell RNA-seq data from marbled crayfish hemocytes (*n* = 5318), colored by unsupervised Seurat clustering. **b** Identification of four transcriptionally distinct hemocyte subpopulations: semigranular cells (SGCs; cluster 0, red dots), hemocyte-derived neuronal precursors (HDNPs; cluster 1, green dots), granular cells (GCs; cluster 2, blue dots), and circulating prohemocytes (CPHs; cluster 3, purple dots). **c**,** d** UMAP representation of control and knockdown (KD) samples, showing marked depletion of HDNPs and expansion of GCs; CPHs are also reduced, while SGCs are largely unaffected. **e** Quantification of cell population proportions in control versus KD samples. **f** Unsupervised developmental trajectory analysis of the four major cell populations. **g**–**j** Expression of average key gene signatures across cell populations(combined expression shown in left heatmaps) after integration of three control (gray) and three KD (purple) samples: (**g**) SGC signature: SGCs, *p* = 3.2 × 10^−14^; GCs, *p* = 0.0002; HDNPs, *p* = 0.94; CPHs, *p* = 1; (**h**) GC signature: SGCs, *p* < 2.2 × 10^−16^; GCs, *p* = 6.2 × 10^−8^; HDNPs, *p* = 0.47; CPHs, *p* = 0.58; (**i**) HDNP signature: SGCs, *p* = 0.006; GCs, *p* = 0.005; HDNPs, *p* = 8.72 × 10^−5^; CPHs, *p* = 0.89; and (**j**) CPH signature: SGCs, *p* = 4.2 × 10^−15^; GCs, *p* = 6.7 x 10^−13^; HDNPs, *p* = 0.08; CPHs, *p* = 0.28. Violin plots show average signature expression across cell populations in control (gray) and KD (purple) samples. Statistical significance was assessed using a two-sided Wilcoxon rank-sum test and 95% confidence intervals. ns, not significant; **p < 0.01; ***p < 0.001; ****p < 0.0001. Source data are provided as a Source Data file.

In subsequent steps, we integrated this control sample with the KD sample showing the highest number of cells (*n* = 2869). 

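The filtered cells of Ctrl1 and KD3 were integrated and clustered on 15 dimensions at resolution 0.09. Clusters of the joint data were matched to clusters 0 to 3 by the Ctrl1 cells they held. Of the 554 Ctrl1 cells in the joint cluster matched to cluster 1, 551 came from it, and 428 of 448 and 216 of 220 Ctrl1 cells did so for clusters 2 and 3. The pair compares a single library per condition, so no test was made. Without integration, 2397 of the cells formed a cluster that held 1 cell of Ctrl1, and that cluster was matched to cluster 0 by the correlation of its mean profile (0.859).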

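In the joint data the cluster that corresponds by rank and share to the HDNPs of the study (cluster 1) held 554 of 5318 cells in Ctrl1, or 10.4%, and 32 of 2869 cells in KD3, or 1.12% (exact 95% interval 0.764% to 1.57%, counting error only). This is a reduction of 89.3%. The counterpart of the GCs (cluster 2) made up 8.42% of Ctrl1 and 18.8% of KD3 (17.3% to 20.2%), a 2.23-fold higher share. With every cell thinned to 150 UMIs, which left out 40 cells of Ctrl1 and 0 of KD3, the reduction was 82.8% and the increase 2.52-fold. On a log scale, the alternative that moved the ratio of KD3 to Ctrl1 most was no integration, at 0.010 for cluster 1 and 3.08 for cluster 2. With a minimum of 200 features per cell, cluster 1 moved the other way, to 16.0% of Ctrl1 and 14.2% of KD3 (a ratio of 0.883), over 30 cells of Ctrl1 and in a cluster whose mean profile correlated best with cluster 0. In the integration of all 6 animals, down-sampled to 622 cells each, cluster 1 held 7.24% of the cells in Ctrl1, 2.57% in Ctrl2 and 3.70% in Ctrl3, against 10.1% in KD1, 9.81% in KD2 and 1.13% in KD3. The mean share was 4.50% ± 2.43 (SD, n = 3) in the controls and 7.02% ± 5.11 (SD, n = 3) in the KD animals, a difference within the spread between animals (exact two-sided permutation test, p = 0.5). KD3 was the only KD animal below the controls. The draw of Ctrl1 was low, since without down-sampling its share was 10.5%, against 10.9% in KD1 and 11.5% in KD2. For cluster 2 the shares were 9.65%, 9.65% and 9.81% in the controls and 8.68%, 7.72% and 19.0% in KD1, KD2 and KD3, with means of 9.70% ± 0.0930 (SD, n = 3) and 11.8% ± 6.24 (SD, n = 3) (exact two-sided permutation test, p = 1). Without KD3 the difference in cluster 2 changed sign, to -1.50 percentage points. Within the 4 libraries that share cell barcodes, cluster 1 was higher in the KD animals by 6.83 percentage points and the difference in cluster 2 was -1.53 percentage points, where the smallest exact p-value is 0.333.

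**Figure D1:**
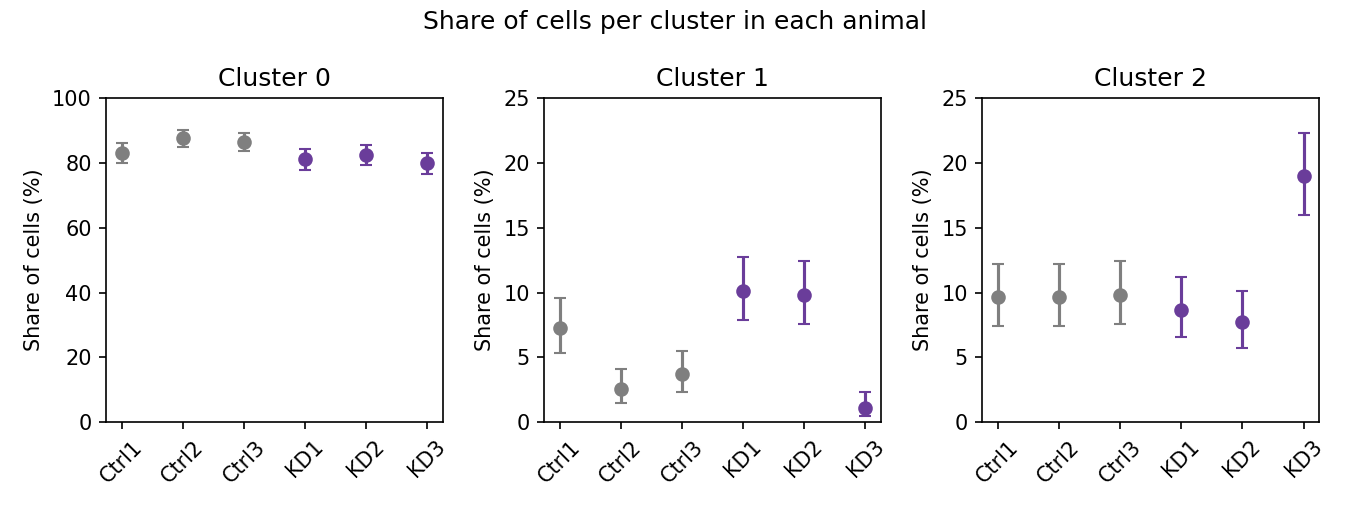
Share of cells in clusters 0, 1 and 2 (y axes, in percent of the 622 cells of each animal) in the 3 control animals (gray) and the 3 KD animals (purple). Points are animals and bars are exact 95% intervals for counting error. KD3 has the lowest share of cluster 1, at 1.13%, and the highest of cluster 2, at 19.0%, while KD1 and KD2 lie above the controls in cluster 1. The cells were drawn with seed 1, and with seed 3 Ctrl1 lay above KD1 and KD2 in cluster 1.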

Comparative analysis revealed a pronounced (92%) depletion of HDNPs in KD animals, and a 2.9-fold increase of the GC population. 

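The smallest joint cluster, matched to cluster 3 and thus to the CPHs of the study, held 220 cells of Ctrl1, or 4.14% (exact 95% interval 3.62% to 4.71%), and 10 cells of KD3, or 0.349% (0.167% to 0.640%), which is 91.6% lower. The largest, the counterpart of the SGCs, made up 77.0% of Ctrl1 and 79.8% of KD3, a ratio of 1.04. The 6-animal integration at the settings of the paper gave no separate cluster 3, and its 25 Ctrl1 cells in the down-sampled data all fell in the largest cluster. Without down-sampling a cluster 3 was found, with 4.34% of the cells in Ctrl1, 0.920% in Ctrl2, 0.161% in Ctrl3, 2.72% in KD1, 0.315% in KD2 and 0.558% in KD3. The group difference was -0.609 percentage points (exact two-sided permutation test, p = 0.7). Cluster 0 in the down-sampled data was 85.8% ± 2.41 (SD, n = 3) of the cells in the controls and 81.2% ± 1.29 (SD, n = 3) in the KD animals, and every KD animal lay below every control (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 allow). Without down-sampling the difference was -4.18 percentage points and the shares of the 2 groups overlapped (exact permutation p = 0.4). The groups also overlapped when the cells were drawn with seeds 2 to 5 in place of seed 1. The exact permutation p-values were then 0.2, 0.4, 0.9 and 0.3.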

CPHs also became markedly (90%) reduced in the KD sample, while SGCs remained largely unchanged (Fig. 3c–e). 

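Signatures were the 5 leading features of each Ctrl1 cluster, and their counts were summed per animal over the cells of each cluster of the 6-animal integration. In the cells of cluster 2, the counterpart of the GCs, the signature of that cluster had 2475 ± 1426 counts per 10000 UMIs in the controls and 1817 ± 502 in the KD animals (SD, n = 3 each), a log2 ratio of -0.45. The set test fry of limma, with edgeR dispersions and Benjamini-Hochberg adjustment over the 12 pairs of signature and cluster, gave the direction up with an adjusted p of 0.988. The exact permutation p was 0.6. A summed count gives most weight to the features with the most counts, and the features did not all go down. WNGS01001312.121569_1_covsplit had a log2 fold change of -0.70 in these cells. WNGS01063966.1054011_0_covsplit, WNGS01092210.1251734_1_covsplit and WNGS01160430.1886216, each with fewer counts in Ctrl1, had 0.73, 0.38 and 0.33. None of them passed the threshold. In the cells of cluster 0 the counts of the same signature were 150 ± 59.1 in the controls and 125 ± 33.1 in the KD animals (SD, n = 3 each), a log2 ratio of -0.26 with an adjusted p of 0.988 from the same set test. Ctrl1, in which the signatures were defined, had the highest value of all animals in both clusters. Without Ctrl1 the log2 ratios were 0.13 and 0.099. Of the 5 features printed in Fig. 3b for this cluster, 3 are in the signature and the others ranked 6 and 9. The one at rank 9, WNGS01163813.2084876, had a log2 fold change of 1.37 between KD and control animals in the cells of cluster 2 (unadjusted p of 0.109, adjusted p of 1.00). With the 10 leading features, which include all 5 printed ones, the log2 ratio was 0.20 in cluster 2 and -0.033 in cluster 0. For the signature of 5 features, the mean score per cell differed between KD and control animals by 0.0786 in cluster 2 and -0.0624 in cluster 0. The sign in cluster 2 thus depended on how the features were combined. The test that moved the family most, camera with a preset correlation of 0.01, called 1 of the 12 pairs, the signature of cluster 0 in cluster 2 (adjusted p of 0.0144, lower in the KD animals), and neither fry nor camera with an estimated correlation called it.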

Integration of the complete dataset (*n* = 3 for each experimental group) revealed a significant upregulation of the GC signature in KD animals, both in the GC and in the SGC clusters (*p* < 2e-16, Wilcoxon Rank-sum test; Fig. 3h). Further analysis revealed that the HDNP signature was significantly downregulated in the SGC, GC, and HDNP clusters (*p* < 0.01, Wilcoxon Rank sum test; Fig. 3i), while the SGC signature was significantly reduced in the SGC and GC clusters (*p* < 0.001, Wilcoxon Rank sum test; Fig. 3g). 

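The signature of cluster 1, the counterpart of the HDNPs, had 9.39 ± 0.989 counts per 10000 UMIs in the cells of cluster 0 of the controls and 9.91 ± 6.23 in those of the KD animals (SD, n = 3 each), a log2 ratio of 0.078, while the direction in the fry test was down. KD3 had 3.38, while KD1 and KD2 had 10.6 and 15.8. In the cells of cluster 2 the log2 ratio was -0.14. In those of cluster 1 it was -0.34, over 3 controls and 2 KD animals, because KD3 had 7 cells there and sums of fewer than 10 cells were left out. Without down-sampling KD3 had 44 cells there, and the log2 ratio over 3 and 3 animals was -0.85 (adjusted p of 0.896 from fry, exact permutation p = 0.3), with 32.2 counts per 10000 UMIs in KD3, 266 and 313 in KD1 and KD2 and 237 to 508 in the controls. The signature of cluster 0, the counterpart of the SGCs, had a log2 ratio of -0.13 in the cells of cluster 0 and -0.32 in those of cluster 2. All 5 values had an adjusted p of 0.988 in the fry test. Single animals decided the sign of several ratios. Without KD2 the log2 ratio of signature 1 in cluster 0 was -0.43. Without KD3 that of signature 0 in cluster 0 was 0.034 and that of signature 1 in cluster 2 was 0.28. Without Ctrl1 that of signature 0 in cluster 0 was 0.049 and that of signature 1 in cluster 1 was 0.029, and without Ctrl2 that of signature 1 in cluster 2 was 0.22.

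**Figure D2:**
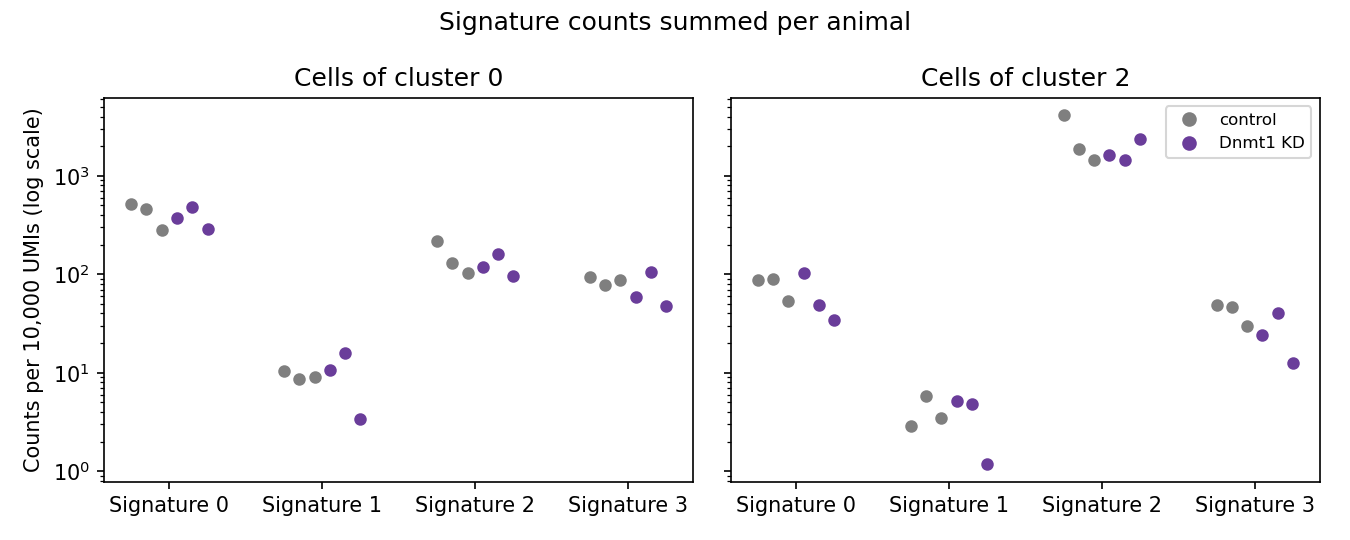
Counts of the 4 signatures per 10000 UMIs (y axis, log scale), summed over the cells of cluster 0 (left) and cluster 2 (right) in each of the 3 control animals (gray) and 3 KD animals (purple). Points are animals. The animals of both groups overlap for every signature in both clusters.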

The CPH signature was also downregulated in the SGCs (*p* < 2e-16, Wilcoxon Rank sum test) and GCs (*p* < 2e-16, Wilcoxon Rank sum test; Fig. 3j). 

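For the signature of cluster 3, the counterpart of the CPHs, counts per 10000 UMIs in the cells of cluster 0 were 86.5 ± 8.92 in the controls and 70.2 ± 30.3 in the KD animals (SD, n = 3 each). The log2 ratio was -0.30. KD2 had 105, above all 3 controls. In the cells of cluster 2 the counts were 41.9 ± 10.4 and 25.9 ± 14.1, a log2 ratio of -0.69. Neither passed the threshold (adjusted p of 0.988 from fry), and the exact permutation p-values were 0.4 and 0.2. Both ratios kept their sign with each animal left out in turn, but without Ctrl1 the direction of the fry test in cluster 0 was up (adjusted p of 0.0591). Their size moved, from -0.71 to -0.084 in cluster 0 and from -1.18 to -0.36 in cluster 2. Within the 4 libraries that share cell barcodes they were -0.012 and -0.23.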

Finally, trajectory analysis revealed a developmental relationship between the clusters, with CPHs (undifferentiated hemocytes) developing into SGCs and then committing to either a HDNP or GC cell fate (Fig. 3f). These results suggest that Dnmt1 controls the differentiation of crayfish hemocytes by influencing the decision making from SGCs to become HDNPs and not GCs.

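The relation between the clusters of Ctrl1 and KD3 was computed as a minimum spanning tree over the cluster centres on the UMAP coordinates, the step with which Slingshot starts, with distances scaled by the covariance of the clusters. In the tree, cluster 0 was joined to each of the other 3 clusters, and no 2 of these were joined to each other. The scaled distances from cluster 0 were 2.36 to cluster 3, 3.05 to cluster 2 and 4.96 to cluster 1, and the shortest among the other pairs was 7.68, between clusters 2 and 3. The same 3 joins were found with Euclidean distances and on the first 15 integrated principal components. With Euclidean distances the margin was narrow for cluster 1, at 13.62 from cluster 0 and 13.79 from cluster 2. A tree of this kind has no direction, and no start cluster was given. No error can be attached to it with 1 library per condition.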

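Counts were also compared over all genes. In the sums over all filtered cells, 0 of 7024 tested features had an adjusted p-value under 0.05 between the 3 control and the 3 KD animals (edgeR quasi-likelihood test with TMM normalization and Benjamini-Hochberg adjustment), and 120 had an unadjusted p under 0.05. The counts were 0 of 2913 features in the cells of cluster 0, with 41 at an unadjusted p under 0.05, and 0 of 488 in those of cluster 2, with 6. In each test the features at an unadjusted p under 0.05 were a smaller part than the 0.05 that evenly spread p-values would give. On simulated data with the spread of the all-cell sums, the same test recovered 0 of the 132 tested features that had been changed by 2 on the log2 scale and all 148 changed by 6. In simulated sums of cluster 0 it recovered 0 of 166 features changed by 2, among 2663 tested. In those of cluster 2 it recovered 54.6% of 174, among 426 tested. The changed features were a larger part of those tested in cluster 2, so these recoveries are not directly comparable. The paper reasons from the lower share of HDNPs and the higher share of GCs in KD3 than in Ctrl1, from the signature scores of single cells over the complete dataset, and from a trajectory in which SGCs lead to both fates. From these it proposes that Dnmt1 directs SGCs towards HDNPs rather than GCs. The paper also reports more GCs and fewer SGCs in KD animals by image cytometry. Its bulk RNA sequencing gave lower expression of genes with neuronal functions. Those data were not analysed here.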

### *Dnmt1* knockdown reduces gene body DNA methylation

To identify potential mechanisms driving the observed cellular phenotype, we investigated the effect of *Dnmt1* knockdown on the DNA methylation level. Whole-genome bisulfite sequencing (WGBS) was performed on DNA isolated from hemocytes of two control and two KD animals (28 dpi), with an average sequencing depth of 18.2 X (Supplementary Table S2). Data analysis showed a highly significant reduction of the average CpG methylation levels from 13.8% in control animals to 8.3% in KD samples over sixteen million mapped CpGs (*p* < 2e-16, Wilcoxon rank sum test; Fig. 4a). Methylation in non-CpG contexts (CHG, CHH, CN or CNH) remained unchanged (Supplementary Fig. S2a).

**Fig. 4:**
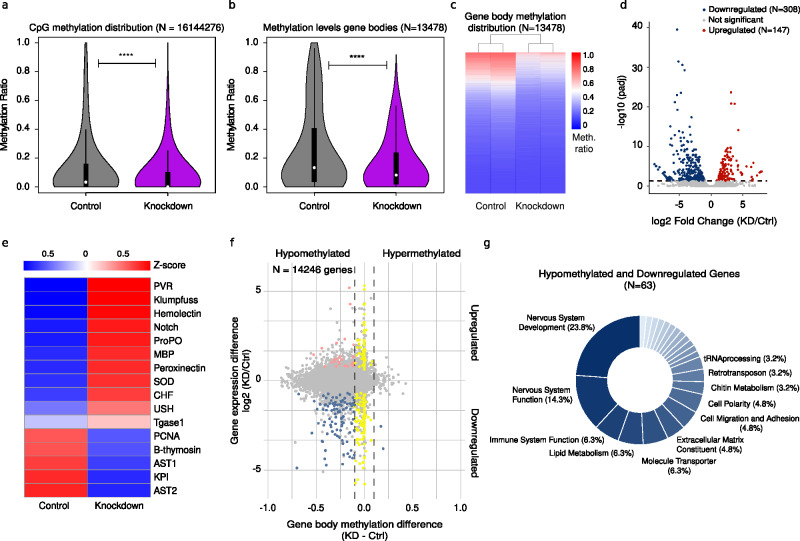
*Dnmt1* knockdown reduces global gene body methylation and alters hemocyte gene expression in marbled crayfish. **a** Average CpG methylation levels in control (*n* = 2, gray) and knockdown (*n* = 2, purple) animals. **b** Average gene body methylation levels in control (*n* = 2) and KD animals (*n* = 2). **c** Heatmap of gene body methylation across 13,478 successfully mapped genes in two biologically independent replicates for control and KD animals. **d** Volcano plot of differentially expressed genes (DEGs) identified using the default DESeq2 pipeline (negative binomial generalized linear model, two-sided Wald test). *P*-values were adjusted for multiple testing using the Benjamini-Hochberg method, and genes with adjusted *p*-value < 0.05 were considered significant. Upregulated (*n* = 147) and downregulated (*n* = 308) genes in *Dnmt1* KD versus control are highlighted. **e** Heatmap showing expression changes in known crayfish and arthropod hematopoietic genes as averaged Z-scores: *PVR* (PDGF/VEGF receptor), *ProPo* (prophenoloxidase), *MBP* (mannose-binding protein), *SOD* (superoxide dismutase), *CHF* (crustacean hematopoietic factor), *Tgase1* (transglutaminase 1), *AST1* (astakine 1), *KPI* (Kazal protease inhibitor), and *AST2* (astakine 2). **f** Integrative methylome-transcriptome analysis identifying both differentially methylated and differentially expressed genes. **g** Doughnut plot summarizing the functional annotation of differentially methylated and downregulated genes. Categories with only one gene (1.6%) are not shown. Panels (**a**, **b**) show violin plots with embedded box plots (median, IQR, and whiskers extending to 1.5 x IQR). Statistical analyses were performed using a two-sided Wilcoxon rank-sum test and 95% confidence intervals. Exact *p*-values: (**a**) *p* < 2.2 × 10^−16^; (**b**) *p* < 2.2 × 10^−16^. Statistical analyses were performed using a two-sided Wilcoxon rank sum test; ****p < 0.0001. Ctrl, control; KD, knockdown. Source data are provided as a Source Data file.

As *P. virginalis* DNA methylation is known to be targeted to gene bodies^27^, we also determined average gene body methylation levels in both groups. The average results showed a pronounced and consistent reduction of gene body methylation from 27.1% in controls to 16.4% in KD samples (Fig. 4b). Further analysis also confirmed that most methylated genes were affected by methylation loss in *Dnmt1* KD hemocytes in a consistent way across the replicates (Fig. 4c). These results were validated via targeted bisulfite sequencing on selected differentially methylated regions (DMRs) using hemocyte DNA from six additional animals (three KD and three control), at 28 dpi and 6-months post-injection. This confirmed the stability of the KD effects and also validated the WGBS results at a much higher sequencing depth (Supplementary Fig. S2b–d). These findings demonstrate that the knockdown of *Dnmt1* results in a pronounced and genome-wide reduction of DNA methylation.

### Loss of DNA methylation leads to changes in hemocyte gene expression

To explore the relationship between marbled crayfish gene body methylation and gene expression, bulk RNA sequencing (RNA-seq) was performed on the same four samples (two control and two KD) that were used for WGBS (Supplementary Table. S3). Differential expression analysis identified 147 significantly upregulated and 308 downregulated genes between KD and control hemocytes 28 dpi, suggesting a role of gene body methylation in gene expression regulation in crustaceans (Fig. 4d). Validation of these findings via qPCR for 18 randomly selected genes supported the RNA-seq results (Supplementary Fig. S2e).

Interestingly, among the validated genes, a group of key crustacean hematopoietic genes^15^, including prophenoloxidase (*ProPO*), mannose-binding protein (*MBP*), peroxinectin and superoxide dismutase (*SOD*), showed a general upregulation in KD samples (Fig. 4e). In addition, developmental genes like *klumpfuss* or *Notch*, which are essential for hematopoiesis in other arthropods like *Drosophila melanogaster*^65^, were also upregulated. Conversely, a key crustacean cytokine, astakine 1 (*Ast1*), which was previously connected to increased neuronal incorporation in the neurogenic niche^13^, was downregulated, supporting the above-mentioned results. For a more systematic analysis, we integrated the RNA-seq and WGBS datasets and identified 97 hypomethylated and downregulated genes along with 24 genes that were hypomethylated and upregulated (Fig. 4f). Functional annotation of hypomethylated and downregulated genes showed a remarkable enrichment for neuron-related processes in almost 40% of the genes, as well as roles in lipid metabolism (6.3%) and cell polarity (4.8%) which are crucial for neuronal function (Fig. 4g). A similar analysis of upregulated genes did not show a clear functional enrichment (Supplementary Fig. S2f). These results suggest that the reduction of gene body methylation in KD animals affects the expression of genes associated with neuronal functions, which could explain the observed organismal and cellular phenotypes.

### Genetic features and nucleosome positioning correlate with transcriptional effects of gene body methylation

DNA methylation within gene bodies has been associated with transcriptional activation across many species^66^. We also observed a positive correlation between gene body methylation and expression for various gene categories (Supplementary Figs. S3, S4). However, while many genes were downregulated following *Dnmt1* KD as expected, a subset of them was upregulated, suggesting more complex underlying mechanisms. To investigate why certain genes responded differently to methylation loss, we analyzed their structural features. Our analysis revealed that hypomethylated and differentially expressed genes contained significantly more but shorter exons than genes that were unaffected (Fig. 5a, b). Furthermore, genes that were hypomethylated and downregulated exhibited significantly shorter introns and lower CpG density than upregulated genes (Fig. 5c, d). These observations suggest that gene structure influences transcriptional dependency on gene body methylation, with intron length playing a role in how methylation loss affects expression (Fig. 5e).

**Fig. 5:**
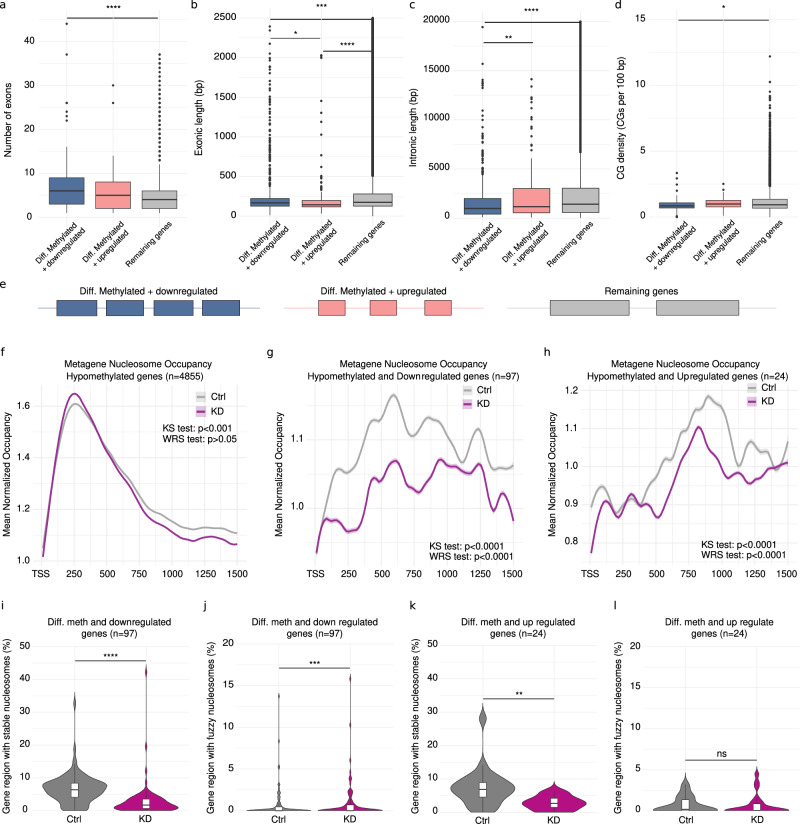
Integrated gene structure, DNA methylation and nucleosome positioning analysis in marbled crayfish hemocytes. Integration of matching WGBS and RNA-seq samples from two control (Ctrl) and two *Dnmt1* knockdown (KD) animals revealed that: (**a**) differentially methylated and downregulated genes (DMDR, *n* = 97) have a significantly higher number of exons than remaining genes (RG; *n* = 14126), whereas differentially methylated and upregulated genes (DMUR; *n* = 24) show a non-significant increase. **b** Exons from differentially methylated and differentially expressed genes are significantly shorter. **c** Hypomethylated and downregulated genes have significantly shorter introns. **d** Hypomethylated and downregulated genes show reduced CpG density compared to remaining genes. Statistical analyses were performed using two-sided Wilcoxon rank-sum tests (WRS). Exact *p*-values are: (**a**) DMDR vs RG, *p* = 8.1 x 10^−5^; DMUR vs RG, *p* = 0.12; DMDR vs DMUR, *p* = 0.66. **b** DMDR vs RG, *p* = 5.8 x 10^−4^; DMUR vs RG, *p* = 2.9 x 10^−5^; DMDR vs DMUR, *p* = 0.01. **c** DMDR vs RG, *p* < 2.2 × 10^−16^; DMUR vs RG, *p* = 0.2; DMDR vs DMUR, *p* = 0.007. **d** DMDR vs RG, *p* = 0.03; DMUR vs RG, *p* = 0.77; DMDR vs DMUR, *p* = 0.15. **e** Schematic summarizing the gene structure differences described in panels (**a**–**d**). **f** Metagene nucleosome occupancy profiles of hypomethylated genes (*n* = 4855) over the first 1500 bp downstream of the transcription start site (TSS) show a discrete change in profile distribution upon *Dnmt1* knockdown. **g**,** h** Similar analyses of differentially methylated and (**g**) downregulated; and (**h**) upregulated genes reveal a more pronounced disturbance in nucleosome positioning, periodicity, and occupancy. All metagene plots show mean occupancy profiles ± standard error (shaded). Differences in nucleosome occupancy profiles between Ctrl (gray) and KD (purple) were evaluated using two-sided WRS tests, and differences in distribution using two-sided Kolmogorov-Smirnov (KS) tests. Exact *p*-values are: (**f**) KS *p* = 1.3 x 10^−4^, WRS *p* = 0.053; (**g**) KS *p* < 2.2 × 10^−16^, WRS *p* = 3.2 × 10^−9^; (**h**) KS *p* = 1.03 x 10^−11^, WRS *p* = 3.1 × 10^−10^. **i**–**l** Quantification of the percentage of gene regions with stable and fuzzy nucleosomes in differentially methylated and differentially expressed genes. Statistical analyses were performed using two-sided WRS. Exact* p*-values for stable and fuzzy nucleosome coverage are: (**i**) *p* = 9.7 × 10^_13^; (**j**) *p* = 6.5 × 10^−4^; (**k**) *p* = 0.003; (**l**) *p* = 0.8. Confidence intervals are always 95%, and box plots in this figure indicate the median (horizontal line), interquartile range (25^th^-75^th^ percentile), and whiskers extending to 1.5 x the interquartile range. ns, not significant; *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001. Source data are provided as a Source Data file.

Finally, given the established link between gene body DNA methylation and nucleosome positioning^67^, we examined how the loss of Dnmt1 affects chromatin organization in marbled crayfish. We therefore performed Micrococcal Nuclease sequencing (MNase-seq) on hemocytes from four control and six Dnmt1 KD animals (Supplementary Table S4). Global analysis of nucleosome positioning on hypomethylated genes revealed no significant differences in nucleosome occupancy (p > 0.05; Wilcoxon Rank Sum test; Fig. 5f) and minor changes in overall distribution (*p* < 0.001; Kolgomorov-Smirnov test). However, after integration of the transcriptomic data, we observed that genes which were both differentially methylated and differentially expressed upon Dnmt1 reduction (Fig. 5g and h) had a strongly different nucleosome distribution (*p* < 0.0001, Kolgomorov-Smirnov test), characterized by a less consistent spacing between the nucleosomes, and significantly reduced occupancy levels (*p* < 0.0001, Wilcoxon Rank sum test). These results suggest that loss of methylation alone is not sufficient to alter gene expression; instead, transcriptional changes seem to require a change in nucleosomal positioning.

To further quantify this effect, we calculated the percentage of gene body regions exhibiting a substantial change in nucleosome stability or fuzziness. *Dnmt1* KD resulted in a significant reduction in the proportion of gene body regions with stably positioned nucleosomes in both differentially methylated and differentially expressed genes (*p* < 2e-16 in both comparisons, Wilcoxon Rank sum test; Fig. 5i, k). An increase in nucleosome fuzziness was specifically observed in differentially methylated and downregulated genes (*p* < 0.001, Wilcoxon Rank sum test; Fig. 5j). Together, these findings strongly suggest a link between gene body methylation, gene expression and nucleosome positioning, although the establishment of a direct causal relationship will require further experimentation.

## Discussion

Biological invasions pose major ecological and economic challenges, yet the molecular mechanisms allowing invasive species to expand remain poorly understood. While genetic factors contribute to adaptability over the long term, epigenetic modifications such as DNA methylation can modulate phenotypic plasticity without modifying the DNA sequence, thus allowing species to rapidly adapt to new environments^4,68^. Here, we demonstrate that Dnmt1-mediated gene body methylation regulates behavioral traits associated with successful invasions in the clonal invasive marbled crayfish. Our discoveries establish a mechanistic link between epigenetics, canalization, and ecological adaptability, highlighting the role of DNA methylation in invasiveness (Fig. 6).

**Fig. 6:**
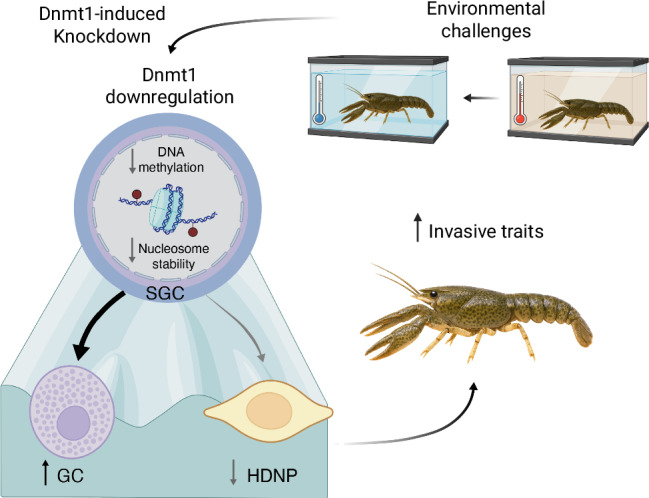
Model of *Dnmt1*-mediated gene body methylation in regulating nucleosome stability, gene expression, hemocyte development, and invasive behaviour in marbled crayfish. Environmental perturbations, such as acute temperature shifts or exposure to novel habitats, lead to a downregulation of *Dnmt1*, which can be recapitulated via dsRNA-mediated knockdown of *Dnmt1*. This results in a global loss of gene body DNA methylation, which destabilizes nucleosome positioning, particularly within specific gene classes. The disruption of chromatin architecture alters transcription, leading to DEGs associated with immune and neuronal functions. These molecular changes shift the normal differentiation trajectory of hemocytes. The system becomes biased toward the production of GCs, the most mature immune cell type, at the expense of HDNPs, which are required for adult neurogenesis. These changes culminate in measurable organismal phenotypes, including a potentially enhanced immune system and increased boldness, activity, and exploratory behavior, commonly associated with successful biological invasions. This model positions Dnmt1 as a key molecular integrator of environmental cues and a central regulator of phenotypic plasticity in a clonal species. Created in BioRender. Diaz, J. (https://BioRender.com/7tx3dzv) is licensed under CC BY 4.0.

DNA methylation is well known for its role in behavioral modulation, especially in mammals, where it influences stress response and psychiatric disorders^69,70^. In addition, it has been shown in *Apis mellifera* (honeybees) that task specialization within worker subcastes is associated with differential methylation of gene bodies, some of which were related to cognition^71^. Here we show that in vivo *Dnmt1* knockdown enhances behavioral traits associated with freshwater crayfish invasiveness, such as increased activity, boldness, and exploration drive^12^. These behavioral changes coincide with a reduction of putative HDNPs and a consistent downregulation of genes associated with neuronal physiology and development. Mechanistically, these changes were accompanied by a reduction and destabilization of nucleosome positioning, which became more fuzzy upon loss of gene body methylation in differentially expressed genes. Nucleosome stability has been implicated in transcriptional regulation, and a correct positioning and spacing is potentially necessary to activate or inhibit transcription start and elongation^72,73^. Interestingly, nucleosome positioning stability is dependent on gene length, and less conserved in regions that are distant from the transcription start site^74^. Consistent with this, we observed a pronounced transcriptional deregulation of short genes in the absence of Dnmt1, showing an increased sensibility to the loss of DNA methylation.

*Dnmt1* KD in marbled crayfish also affected cellular differentiation in hemocytes, the main immune cells in decapod crustaceans^14^. We observed a skewed differentiation towards GCs, the most mature immune cell type, reducing the numbers of HDNPs. This suggests that gene body methylation contributes to cell-fate specification in marbled crayfish. Interestingly, a similar methylation-dependent lineage restriction has long been known in mammals, where Dnmt1-deficient HSCs lose lymphoid potential in favor of myeloid differentiation^39^. Similarly, lack of Dnmt1 in mouse neural progenitors biases differentiation towards astrocytes at the expense of neurons^75^. These findings are consistent with Waddington’s concept of canalization, in which epigenetic mechanisms lead to developmental equilibrium or *homeorhesis* by stabilizing certain pathways or *chreods* to reach defined end-states^21,76^. Our findings suggest that Dnmt1-dependent gene body DNA methylation is one of such mechanisms in invertebrates.

The relationship between immunity and invasive success has long been debated in the ecoimmunology field. The refined Evolution of Increased Competitive Ability (EICA) hypothesis^19^ suggests that a dampened immune system favors invasion by decreasing the energetic costs of inflammatory responses and reallocating resources to growth and reproduction. However, the experimental confirmation of the EICA-refined hypothesis has remained inconsistent. In fact, studies comparing *Drosophila suzuki* to *D. melanogaster*^77^ and *Harmonia axyridis* to *Tribolium casteneum*^78^ suggest that successful invasive species present higher hemocytic counts and diversity of antimicrobial peptides, forming a more robust immune system. This notion is also supported by other studies in vertebrates^79^. The increase of GC counts and the upregulation of effector genes in our *Dnmt1* KD crayfish also suggest a potentially stronger immune system, which could be advantageous in new environments.

*Procambarus virginalis* has established stable populations in over twenty countries and across diverse biotopes^24,25^. Interestingly, clonal reproduction is highly overrepresented among invasive species^2^. In fact, 70% of the plants reported in the IUCN Global Invasive Species Database are clonal^2^. Clonality is also seen in invasive animals, such as the queenless *Ooceraea biroi* (clonal raider ant), whose workers reproduce via automictic parthenogenesis, allowing the species to expand across diverse countries^80^. Epigenetic modulation has been proposed as an attractive mechanism to enable the General-Purpose Genotype^20^ that defines clonal invasive species. As we found that lower DNA methylation enhances behavioral traits associated with invasiveness, our findings suggest that epigenetic relaxation (through hypomethylation) decreases canalization, thereby promoting invasiveness in *P. virginalis*. These findings are consistent with the idea that decreased global DNA methylation is as a signature of early phases of invasions^3^. Aquatic invertebrates recently introduced into new environments like *Ficopomatus enigmaticus* (tubeworm), *Xenostrobus secures* (pygmy mussel), and the ascidian *Didemnum vexillum* (sea vomit), have all shown evidence for DNA hypomethylation when compared to older or non-invasive populations^6,81,82^. Similarly, we have observed lower methylation levels in marbled crayfish compared to its parent species, *P. fallax*^27^.

Altogether, our study suggests a multilayered role for DNA methylation in the physiology of marbled crayfish, where *Dnmt1* KD and loss of gene body DNA methylation destabilize the normal nucleosomal architecture, affecting transcription. This dysregulation disrupts the normal process of hemocyte differentiation, enhancing invasive behavior, contributing to the ecological adaptability of an invasive species. While our research identifies Dnmt1 as an important regulator of marbled crayfish physiology and invasion, the demonstration of a direct causal relationship between methylation, expression and nucleosome distribution will require additional experiments, such as time-resolved analyses or the functional rescue of Dnmt1 activity. In addition, the upstream mechanisms that control Dnmt1 activity and expression remain elusive. In mammals, post-translational modifications, such as phosphorylation by the AKT1 kinase, have been shown to inhibit Dnmt1 degradation^30,83^. As this kinase is part of the mTOR pathway and becomes activated in the presence of nutrients^84^, lack of resources, as possibly encountered during the early phases of an invasion, before an ecological niche is acquired, could lead to Dnmt1 degradation and hypomethylation. Finally, given that *Dnmt1* knockdown impairs HDNPs development, further research should explore how reduced Dnmt1 activity affects adult neurogenesis by limiting the replenishment of neurons from hemocytic progenitors. A decrease in this neuronal renewal mainly affects clusters innervating the olfactory and accessory lobes, which are essential for detecting and integrating olfactory, visual and mechanosensory signals^17^. As such, this effect may alter sensory processing, stress responsiveness and overall behavior, impacting adaptation to novel environments.

Finally, while our study does not directly address ecological management, identifying molecular mechanisms mediating phenotypic plasticity and rapid adaptation could inform early detection or mitigation strategies. For instance, recognizing epigenetic relaxation (e.g., global hypomethylation) as a potential biomarker of invasiveness might help prioritize populations for monitoring, thereby contributing to ecosystem protection.

## Methods

Abbreviations used throughout the manuscript are listed in Supplementary Note 1.

### Ethics approval statement

All laboratory experiments were conducted by approval of the institutional animal welfare committee, in compliance with regional standards guidelines, and regularly monitored by the authorities (Permits 35-9185.82/A-5/20 and 35-9185.82/A-7/25).

### Animal husbandry

Laboratory animals were individually kept in 26 x 18 x 14 cm plastic containers with size-appropriate shelters and environmental enrichment objects, and fed with aquarium feed three times a week. Animals were daily monitored throughout and after the experiments for indications of distress. Tap water at RT was used as the water source and replaced once a week.

### Environmental exposure experiments

To assess the impact of sudden cold stress on *Dnmt1* expression, marbled crayfish were exposed to a temperature fluctuation experiment. Three to six individuals were transferred from their standard rearing conditions at RT (20–22 °C) to a cold environment (4 °C) for 24 h. Crayfish were then returned to RT for an additional 24 h period. Hemolymph samples were collected at three time points: immediately before cold exposure (*t* = 0), after 24 h at 4 °C (*t* = 1), and after the subsequent 24 h recovery at RT (*t* = 2). Control animals remained at RT throughout the experiment and were sampled in the same way.

In a similar manner, to evaluate the effects of environmental changes associated with different aquaculture practices on *Dnmt1* expression, three individual crayfish raised in a biofloc-based system were transferred to an aquarium system and maintained for 14 days. Hemolymph samples were collected at four time points: immediately before transfer (*t* = 0), and at 2, 7, and 14 days post-transfer. Control animals were continuously housed in the aquarium system and sampled at the same time points.

### Sample collection

Hemocytes were collected following available protocols^85^. Briefly, crayfish were placed on a paper tissue with their eyes covered and their claws and pereopods immobilized. Then, the abdomen was stretched and wiped with 70% ethanol and a 20GX2” needle (0.9 X 50 mm) was introduced at the right side of one of the superior abdominal segments. Hemolymph was collected in a tube containing 0.4 ml of filtered anticoagulant solution [NaCl 0.14 M, Glucose 0.1 M, sodium citrate dihydrate 30 mM, citric acid 26 mM, EDTA 0.01 mM at pH 4.6], and mixed by inverting the tube. After centrifugation, the pellet was snap-frozen in liquid nitrogen before further use. For the collection of abdominal muscle, heart, gills, hepatopancreas, ovary, hematopoietic tissue (HPT) and brain, the animals were anesthetized in iced water for > 5 min and euthanized by decapitation. Each tissue was rinsed with PBS, snap-frozen in liquid nitrogen and stored at − 80 °C before further use. The numbers of replicates per treatment group in each experiment are available in Supplementary Table S5.

### Gene expression analysis using qPCR

Hemocytic RNA for qPCR and RNA-seq was isolated using the RiboPure kit (Invitrogen, Cat. No. AM1924) according to the manufacturer's instructions. cDNA was produced using the Quantitect Reverse Transcriptase kit (Qiagen, Cat. No. 205311). qPCR analyses were performed on a LightCycler 480 Real-Time PCR System (Roche) using the MESA Green qPCR Mastermix Plus for SYBR Assay (Eurogentec, Cat. No. RT-SY2X-03 + WOU). The expression levels of the different genes were determined by the average cycle threshold (Ct) value of three technical replicates using TATA-box-binding protein (TBP) as a reference gene for normalization by the 2^-ΔΔCT^ method^86^. Primer sequences for qPCR were generated using Primer3 and are provided in Supplementary Table S6.

### dsRNAi-based knockdown

Double-strand RNA was produced by in vitro transcription using the MEGAscript kit (Invitrogen, Cat. No. AM1334). Two oligonucleotides previously designed with eRNAi^87^ were used to amplify a ~ 0.5 kb long region of the target gene by PCR from a pool of marbled crayfish cDNA generated with the Quantitect Reverse Transcriptase Kit (Qiagen, Cat. No. 205311). Subsequently, the in vitro transcribed dsRNA was column-purified following the instructions of the MEGAclear kit. dsRNA targeting *Aequorea victoria* GFP was produced as a negative control from a commercial plasmid containing that gene (LentiCRISPRv2GFP, Addgene, Cat. No. 82416). Primer sequences were generated using Primer3 and are available in Supplementary Table S7.

Animals were injected in two consecutive days with 2 µg of dsRNA per g of body weight per injection using a 30 G x 8 mm U-100 insulin syringe (BD Micro-Fine, Cat. No. 324825) through the arthrodial membrane between the cephalothorax and abdomen, while their head was covered to reduce stress^43^.

### Behavioral experiments

Behavioral experiments were conducted in a subaquatic dark/light plus-shape maze^46^, to measure the crayfish spontaneous exploratory behavior. Briefly, using a 50 x 50 cm arena comprising two dark (red-light intensity: 10 lux) and illuminated (white-light intensity: 70 lux) perpendicular sections with 15 cm in length and 12.5 cm in width, 15 min videos of each animal were blindly recorded using a high-definition video camera (model HC-380, Panasonic). Videos were analyzed using BORIS software (v.8.27.10), which allowed for the tracking of different parameters. Parameters measured included anxiety^46^ and invasiveness traits^12^, i.e., total time in light (TTL; seconds in light arms / total seconds of recording, retreat ratio (NR; number of retreats / total number of change of space), total immobile time (TTI; seconds the animal spends immobile / total seconds of recording), stop average duration (SAD; total time duration of stops / number of times the animal stops), change of spaces (TSC; number of times the animal moves from light to darkness or vice versa), and climbing attempts (CA; number of times the animal goes against a wall of the maze and incorporates its body 45°–90°). Animals were isolated in opaque tanks to remove any effect of previously established social memory one week before the recordings. Three independent batches of similar weight animals (Supplementary Fig. S1), three control and three KD animals per batch (total *n* = 9 Ctrl and 9 KD animals per group) were recorded. One KD animal, which presented no locomotion, was excluded from the analysis, following established exclusion criteria^46^. Each parameter was normalized to the control biological replicates in each batch and Levene's statistical tests (from R package *car*) were performed to measure the equality of the variances. Whenever a parameter's variances were significantly unequal, a Welch's *t* test was used to compare control and knockdown performance. If Levene's test was not significant, a Student's *t* test was used. Monte Carlo Permutation tests (*n* = 500 permutations) were performed to analyze significance in the PCA using the *vegan* package in R.

### Image Cytometry

Total filtered hemolymph was pelleted and resuspended in 1% dilution of paraformaldehyde in water, where it was fixed for 20 min at RT. Cell-type proportions were assessed using an Image Cytometer ImageStream X MKII from Merck Millipore. One thousand cell events were acquired from each sample using the INSPIRE software. Fluidics speed was adjusted to *Low,* and magnification at 40X. Channels used included the standard bright field configuration in channels 01 and 09, which allowed for cell visualization and side scatter detection in channel 06, (λ = 745 – 785 nm) for granularity assessment. Gating between the different cell populations was done with the IDEAS software. Briefly, the initially recorded sample population was filtered to keep the focused signals (Gradient RMS M01 Ch01 > 30) and single cells (Area M01 vs Aspect Ratio Intensity M01 Ch01). Cells were then split into smooth and rough cells based on the (Intensity MC Ch06, > 1.5e5 associated to rough cells). Using differential size and granularity (Intensity MC Ch06 vs Area Ch01) granular cells were identified as cells with an area > 200 µm^2^ and a high scatter intensity ( > 1e5) and making use of the naturally observed separation between cell populations. All cells were visually inspected. *Spot Count* function which allows to count the number of spots, in our case, granules in the side scatter channel (Ch06) was used to identify the HCs as those containing 0 or 1 granules. Those cells that were not classified as either GCs or HCs were considered SGCs. Signals associated with non-cellular identities, i.e., debris, were discarded. Statistical analysis was performed using GraphPad Prism.

### scRNA sequencing

Fresh hemocytes were extracted from three control and three *Dnmt1* knockdown animals as stated above. Subsequently, about 10,000 single cells per sample were used to prepare sequencing libraries with the Chromium Single Cell Reagent kit (10X Genomics, v3.1 chemistry; Cat. No. 1000128), according to the manufacturer’s protocol. Library concentration was determined with the Qubit dsDNA HS Assay kit (Life Technologies, Cat. No. Q32851), and cDNA integrity was measured with 2200 TapeStation (Agilent Technologies, Cat: No. 5067-5582). Finally, pair-end sequencing was performed with the NovaSeq 6000 device (Illumina).

### scRNA-seq data analysis

Raw sequencing reads from all samples were processed with the CellRanger v7.0.0 software (10X Genomics) without forcing any cell number and including intronic counts (command cellranger count --include-introns true --transcriptome = [genome index] --fastqs= [FASTQ directory] --sample = [sample name]) and analyzed using the Seurat v4.3.0 and SeuratObject v4.1.3 R packages. Seurat objects were initialized with a minimum of 3 cells and 100 features per cell. If not specified otherwise, default parameters were used for all functions. Cells with more than 5% of mitochondrial counts as well as over 2000 or less than 20 unique feature counts were filtered out. For the integration of the six samples, down-sampling to 622 cells was performed. Data were then normalized with a scale factor of 10,000 and highly variable features were identified with the vst method, selecting the top 2000 features for downstream analysis. Data scaling was performed with 50 principal components, and clustering dimensions were adjusted according to dataset size: 9 dimensions for the single control sample with the highest number of cells, 15 for the integrated control versus KD dataset, and 11 for the full final integration. Downstream low resolutions (0.1, 0.09 and 0.1, respectively) were used throughout the analysis. Clustering analyses were repeated multiple times using identical parameters to assess robustness to stochastic variation, yielding consistent results across runs. 

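Drawing the 622 cells per animal anew with 4 other seeds, at the same settings, gave 4 or 5 clusters. The difference in the mean share of cluster 1 between KD and control animals was 1.93, 1.28, 2.09 and 1.71 percentage points with seeds 2 to 5. For cluster 2 it was 2.25 and 1.71 with seeds 2 and 3 and -0.645 with seed 5, and no value is given for seed 4. There a cluster of 602 cells had a mean profile that correlated best with cluster 2 (0.954), but the matching rule counted it with cluster 0, since 48 of its 97 Ctrl1 cells came from cluster 0. The share of cluster 1 in Ctrl1 alone ranged from 7.24% with seed 1 to 12.4% with seed 3. With seed 3 it was above the 11.1% of KD1 and the 9.81% of KD2.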

No explicit random seed was set. The most DEGs between the detected clusters were identified using the FindAllMarkers function, considering genes present in a minimum fraction of 25% of the cells. These genes were then used for cluster association based on markers and homology to similarly annotated cell types from related crustaceans and arthropods, and the top 5 genes of each identified cluster were considered as the respective gene signature. Because validated antibody markers are not available for *P. virginalis*, annotations should be regarded as putative rather than definitive. Statistical analysis was performed using the Wilcoxon rank sum test on the six-sample integrated object.

### Trajectory inference

Slingshot (v2.6.0) was used to perform pseudotime analysis to infer lineage relationships among the characterized cell clusters. The integrated Seurat object of the highest number of cells (Ctrl1 and KD3) containing the UMAP embeddings and correct cluster labels was first processed using the SingleCellExperiment function. Only unsupervised analysis and curve lines were used for this experiment.

### DNA methylation analysis (WGBS and MiSeq)

Genomic DNA (gDNA) for WGBS and MiSeq was isolated from the respective tissue samples as described in other studies^28^. Briefly, after homogenizing the tissue, either by pipetting for hemocytes and the HPT, or by use of a Tissue Ruptor (Qiagen) for the rest. Samples were digested using proteinase K (Invitrogen, AM2546) and RNAse A (Sigma-Aldrich, R6513). gDNA was precipitated using isopropanol and its quality assessed on a 2200 TapeStation (Agilent). The EZ DNA Methylation-Gold kit (Zymo Research, Cat. No. D5006) was used for bisulfite conversion. Library amplification was performed using KAPA HIFI HotStart ReadyMix (Roche, Cat. No. 07958935001). Samples were sequenced on an Illumina HiSeq X platform using a 150 bp paired-reads protocol (PE150). Raw reads were trimmed using Trim Galore (v0.6.6) with default Phred33 and a minimum read length of 36 bp. 10 bases were clipped from the 5´ ends of both forward and reverse reads. Trimmed reads were then aligned to the *P. virginalis* reference genome using Bismark (v0.20.0) with Bowtie2 (v2.4.2) as the underlying aligner. Mapping was performed in paired-end mode with the following parameters: --score_min L,0, -0.4. Duplicate reads were then removed using the deduplicate_bismark function, and methylation calls were extracted using bismark_methylation_extractor with the options --paired-end, --bedGraph, --comprehensive and --scaffolds to obtain CpG methylation profiles in BEDGraph format. Data were processed adapting a previously published pipeline^27^ filtering out those cytosines with < 10X combined coverage in all samples, and keeping annotated genes with at least 10 CpGs. Mapped cytosines were uniquely annotated to display methylation values using tabix and annotated to all transcript variants regardless of the overlapping using the intersect argument of bedtools (v2.24.0) for integration purposes. Genes were considered to have differential methylation whenever the difference between control and knockdown averages was more than |0.1| as performed in previous studies^27^. Plots such as box plots, violin plots, heatmaps and doughnut plots were created with the specific packages such as ggplot2 (v3.4.4), vioplot (v0.4.0) and heatmap.2. After integration with the RNA-seq data, functional annotation of the differentially methylated and differentially expressed genes was retrieved. For those genes with no annotation, a BLAST analysis of the unknown protein sequences was performed against the *D. melanogaster* proteome available in Uniprot as *UP000000803* on the 28^th^ of February of 2024. If genes had still no ID associated, they were not taken into consideration for further analysis. For the integration with the WGBS, after transcripts per million (TPM) calculation, genes with 0 TPM were excluded, correlation level and statistical significance were calculated using the test for association/correlation *cor.test* from R. Gene classification was done after BLASTp (e-value 10^-10^) of crayfish proteome to sequences of *D. melanogaster* available in FlyBase for TFs, meiosis and hematopoiesis genes; a list of human housekeeping genes^88^; a list of crayfish immune genes^89^; and a list of nervous system genes from *Homarus americanus* (American lobster)^90^.

For targeted bisulfite-sequencing, primers were designed to amplify the top differentially methylated regions (DMRs) identified using a sliding-window approach (1000 bp) and a Fisher's exact test performed between the four samples analyzed. Regions containing at least 15 CpGs were selected, and primer pairs were generated with the Free Bisulfite Primer Calculator (Zymo Research). All primer sequences are listed in Supplementary Table S8. Briefly, purified DNA was bisulfite converted using the EZ DNA Methylation-Gold kit and 250 ng of genomic DNA as input. Sequencing libraries were prepared and amplified using the Nextera XT Index kit v2 (Illumina, Cat. No. 15052163) and the KAPA HIFI HotStart ReadyMix. Libraries were purified using AMPure XP magnetic beads (Beckman Colter Cat. No. A63881), pooled and sequenced using the Illumina MiSeq V2 platform and paired-end 150 bp reads (PE 150 Nano). Results were analyzed using BisAMP^91^ setting parameters Ccut=301 and alpha=0. Unconversion ratios per DMR were calculated by averaging the ratio of each CpG, and significance was calculated using ANOVA. Box plots were generated using gplots (v3.1.3.1).

### Bulk transcriptomics

RNA was processed using the RNA clean-up and concentrator kit (Zymo Research, Cat. No. R1013). Four samples (two control and two knockdown) were sequenced using the Illumina HiSeq 4k platform and 50 bp single reads (SR50). Raw data were mapped using Hisat2 (v2.2.1) with parameters -p 16 -q --rna-strandness R followed by sorting and indexing with Samtools (v1.9) after filtering out the second and third exon of the *Dnmt1* gene, since its sequence overlapped with the injected dsRNA-Dnmt1 and was also sequenced. Counts were produced using featureCounts (v1.5.1) with the options -S 2 -a. Genes with low counts ( < 10 across samples) were filtered out, and differential expression analysis was performed using DESeq2. TPM values were calculated and used for comparison to qPCR data and integration analysis without filtering out genes with low counts. Integration analysis with WGBS to identify groups of genes differentially methylated and expressed, was done after removing *Dnmt1* from the list of downregulated genes to avoid cofounding effects.

### Nucleosome positioning analysis

Hemocyte samples from four Ctrl and six *Dnmt1* KD animals 28 dpi were isolated and treated as described^92^. One million cells were fixed with 1% PFA for 10 min at RT, using 26 µl of 2.5 mM glycine to stop the reaction. Fixed cells were then washed with PBS and, after counting, resuspended in 300 µl swelling buffer [HEPES 25 mM, MgCl₂ 1 mM, KCl 10 mM, and 0.1% NP-40 at pH 7.8 and enriched with cOmplete protease inhibitor (Roche, Cat No. 11697498001)] and incubated for 10 min on ice. After centrifugation (5 min, 845 g), the pellet was resuspended in 90 µL MNase buffer (KCl 25 mM; MgCl₂ 4 mM; CaCl₂ 1 mM; Tris 50 mM at pH 7.4; and enriched with cOmplete protease inhibitor) and treated with 8 U of micrococcal nuclease (MNase) (New England Biolabs, Cat. No.: M0247S) for 15 min at 37 °C and stopped by adding 10 µL 10 x sonication buffer (Tris 10 mM, EDTA 1 mM, 0.1% SDS at pH 8.0 and enriched with cOmplete protease inhibitor) followed by 10 min incubation on ice. Chromatin was then fragmented using a Covaris E220 sonicator (200 cycles, 75 pip W for 15 min). After centrifugation, the supernatant was collected, and the DNA concentration measured. For each immunoprecipitation, 5 µg chromatin were incubated with 4 µg anti-H3 histone antibody (Abcam, Cat. No.: ab1791), for 2 h at 4 °C, followed by the addition of 25 µL magnetic Protein G beads (Promega, Cat. No. G747A), pre-equilibrated in sonication buffer, and overnight rotation at 4 °C. Beads were sequentially washed for 5 min each at RT with rotation in 500 µL of sonication buffer, High-salt buffer (HEPES 50 mM, NaCl 500 mM, EDTA 1 mM, Triton-X-100 1%, Na-deoxycholate 0.1%, SDS 0.1% and PMSF0.5 mM at pH 7.9), Li buffer (Tris 20 mM, EDTA 1 mM, LiCl 250 mM, NP-40 0.5%, Na-deoxycholate 0.5%, PMSF 0.5 mM at pH 8.0], and twice with TE buffer (10 mM Tris and EDTA 1 mM at pH 8.0). DNA was eluted with 100 µL elution buffer (Tris 50 mM, 1 mM EDTA, SDS 1% SDS, NaCl 300 mM, NaHCO₃ 50 mM at pH 8.0) containing 2 µL Proteinase K (20 mg/mL) and incubated overnight at 65 °C to reverse crosslinking. DNA was finally purified the following day using 150 µl Ampure XP beads and eluted in 20 µL H₂O for quantification via 2200 TapeStation. Libraries were prepared using at least 25 ng of each sample via the Watchmaker kit (Watchmaker Genomics, Cat. No. 7K0102-024), with IDT xGen UDI-UMI Adapters (Integrated DNA Technologies, Cat. No. 10005925) and sequenced on an Illumina NovaSeq X + 10 B platform using a Paired-end 100 reads (PE100; Supplementary Table S4). Raw reads were aligned using bwa (v0.7.15) with default parameters and 12 computational threads (-t 12). The resulting SAM output was converted to BAM format, sorted and indexed using Samtools (v1.5) and transformed into BED files using bedtools (v2.24.0). From here, data were analyzed using the NucTools package following the published pipeline^93^. First, reads were sorted by name and the occupancy of the scaffolds containing genes was calculated using a window of 10 bp. Occupancy was calculated per scaffold, in an analogous way as the per chromosome way established by the pipeline generating .occ files and normalized per library size and scaffold length. Normalized occupancy levels for the first 1500 bp were extracted per gene and averaged per sample to produce aggregated profiles. Kolgomorov-Smirnov statistical tests were used to assess differences in the nucleosome distribution, and Wilcoxon Rank sum tests to evaluate differential occupation. Stability and fuzziness were computed for all the replicates of each treatment group using a variation of the stable_nucs_replicates.pl script including a modification in line 277 to capture only fuzzy regions whose relative error was higher than a determined threshold. Thresholds for stability were 0.2, and for, fuzziness, 1.5. The percentage of stable/fuzzy regions of each scaffold were calculated and compared using a Wilcoxon-Rank Sum test in R.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Infomation

Reporting Summary

Transparent Peer Review file

## Source data

Source Data File

## Data Availability

Single-cell RNA sequencing (scRNA-seq) data generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession code **GSE295870** [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE295870]. Whole-genome bisulfite sequencing (WGBS) data generated in this study are available in GEO under accession code **GSE295869** [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE295869]. Bulk RNA sequencing (RNA-seq) data generated in this study have been deposited in GEO under accession code **GSE295871** [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE295871]. MNase-seq data generated in this study are available in GEO under accession code **GSE295867** [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE295867]. The image cytometry data generated in this study have been deposited in the Zenodo database under (10.5281/zenodo.18771566). Source data are provided in this paper.

# Supplementary material for: Dnmt1 mediates epigenetic restriction of invasive traits in clonal crayfish
**Source:** Nat Commun. 2026 Mar 26;17:2954. doi: 10.1038/s41467-026-71049-z
**Supplement:** Supplementary file 1 — Supplementary Infomation

## **Supplementary information**

### **Dnmt1 mediates epigenetic restriction of invasive traits in clonal crayfish**

J. Jaime Diaz-Larrosa<sup>1</sup>, Vitor Carneiro<sup>1</sup>, Katharina Hanna<sup>1</sup>, Günter Raddatz<sup>1</sup> and Frank Lyko<sup>1,\*</sup>

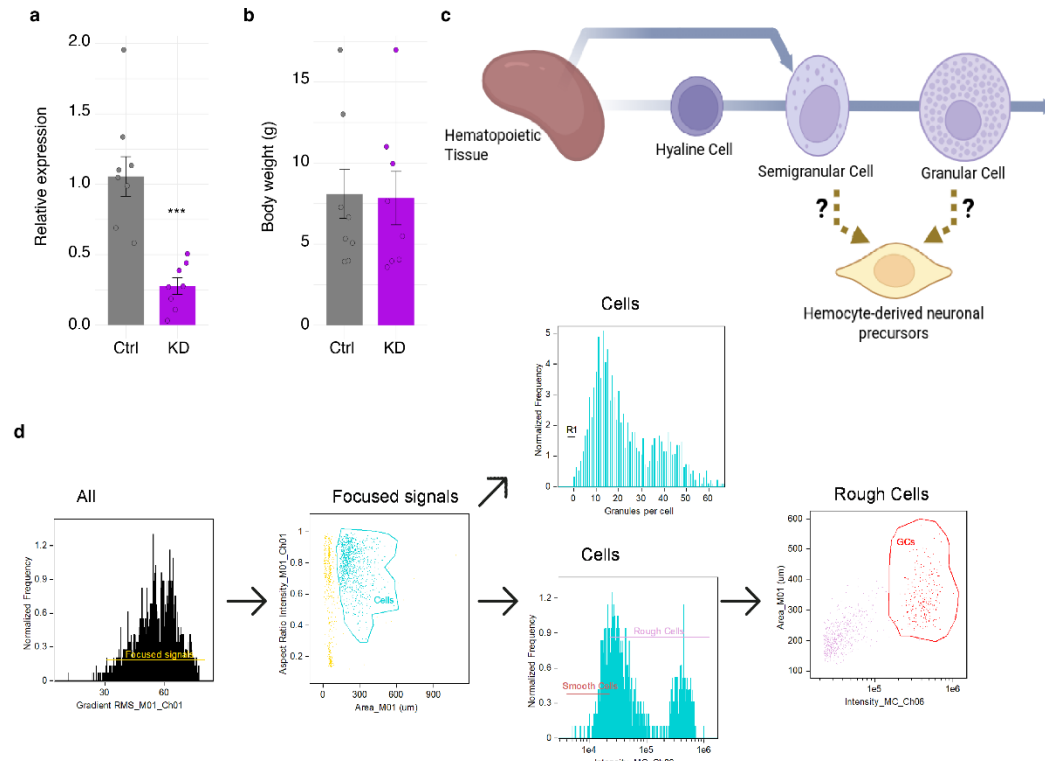

**Supplementary Fig. S1. Details of behavioral experiments and image cytometry gating strategy.** **a**, *Dnmt1* transcript levels measured post-behavioral assays confirmed successful knockdown in *Dnmt1* KD animals (n=8, purple) compared to controls (n=9, gray). Statistical analysis was performed using an unpaired two-sided t-test (p-val=0.0002) and 95% confidence intervals. Bars represent mean values  $\pm$  standard error, and each dot represents a biological replicate. **b**, Animal weights measured prior to dsRNA injection showed no significant difference between control (n=9) and KD groups (n=8), ensuring weight-matched comparisons. Statistical analysis was performed using an unpaired two-sided t-test (p-val=0.91) and 95% confidence intervals. Bars represent mean values  $\pm$  standard error, and each dot represents a biological replicate. **c**, Schematic model summarizing hemocyte development in marbled crayfish hemolymph created in BioRender. Diaz, J. (<https://BioRender.com/u4q6ehu>) is licensed under CC BY 4.0. **d**, Image cytometry gating strategy for the identification of the three main immune cell types. Starting from all measured cells, focused signals were isolated, and single cells were identified. HCs were defined as cells with 0-1 granules (side scatter R1). Based on side scatter intensity, focused signals were further divided into smooth and rough cells; rough cells were separated by size to isolate GCs. SGCs were defined as cells neither categorized as HCs nor GCs. Control = Ctrl; Dnmt1-Knockdown = KD; \*\*\*p<0.001. Source data are provided as a Source Data file.

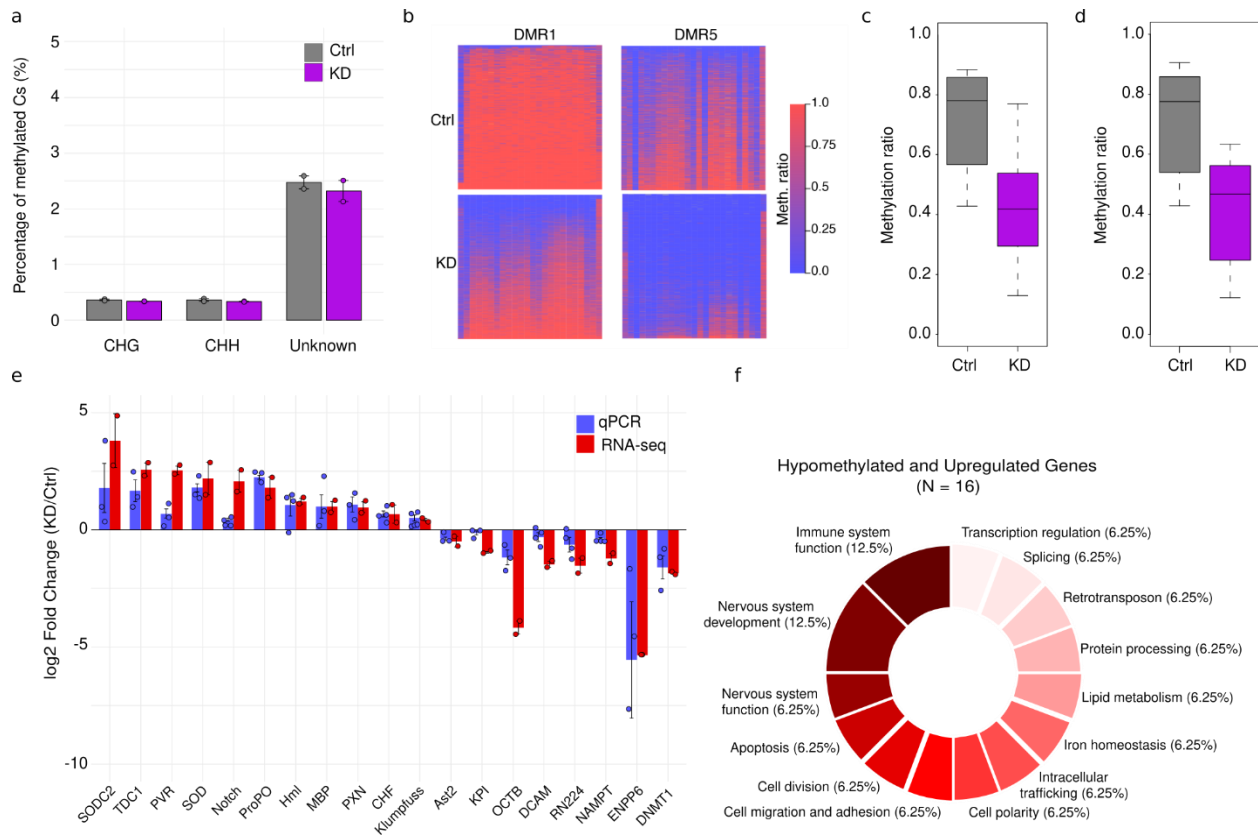

**Supplementary Fig. S2. DNA methylation context, *Dnmt1* knockdown validation, and RNA-seq confirmation.** **a**, Relative abundance of 5-methylcytosines (5mC) in different sequence contexts (CHG, CHH, unknown: CN, CHN) shows that non-CpG methylation represents only a small fraction of total 5mCs and is unaffected by *Dnmt1* knockdown, in contrast to the significant CpG methylation changes shown in Fig. 4a. Bars represent mean values  $\pm$  standard error and each dot a biological replicate. Unpaired two-sided t-tests showed no statistical significance (Ctrl vs KD; CHG: p-val=0.24; CHH: p-val=0.36; Unknown p-val=0.56) and 95% confidence intervals. **b**, Representative heatmaps of two differentially methylated regions (DMR1 and DMR5) in Ctrl and KD groups, used for rapid assessment and validation of *Dnmt1* knockdown efficiency. **c**, Quantification of global methylation levels in hemocytes 28 dpi and **d**, six months post-injection (mpi) reveals a consistent ~40% reduction in methylation in KD samples compared to controls. Each experiment used n=3 biological replicates per group; statistical analysis was performed using unpaired two-sided t-tests giving for **c**: p-val=0.017; and **d**: p-val=0.0003 and 95% confidence intervals. All box plots within this figure indicate the median (horizontal line), interquartile range (25<sup>th</sup>-75<sup>th</sup> percentile), and whiskers representing the minimum and maximum values within 1.5X the interquartile range. **e**, qPCR validation of RNA-seq results. Fifteen

randomly selected DEGs ( $p < 0.05$ ), three non-DEGs ( $p > 0.05$ ) showing an upregulation trend, and *Dnmt1* were analyzed. Log2 fold changes between KD and control hemocytes (28 dpi) showed trends consistent with the RNA-seq data, supporting the reliability of the transcriptomic analysis. qPCR group sizes:  $n = 3, 4$  or  $5$  biological replicates; Bars represent mean values  $\pm$  standard errors. **f**, Functional annotation of hypomethylated and upregulated genes revealed a broad distribution of biological functions without notable enrichment patterns. Abbreviations: *SODC2*, superoxide dismutase [Cu-Zn] 2; *TDC1*, tyrosine decarboxylase; *PVR*, PDGF/VEGF receptor; *SOD*, superoxide dismutase; *ProPo*, prophenoloxidase; *Hml*, hemolymph; *MBP*, mannose-binding protein; *PXN*, peroxinectin; *CHF*, crustacean hematopoietic factor; *AST2*, astakine 2; *KPI*, Kazal protease inhibitor; *OCTB*, octopamine receptor beta-1R; *DCAM*, S-adenosylmethionine decarboxylase proenzyme; *RN224*, RING finger protein 224; *NAMPT*, nicotinamide phosphoribosyltransferase; *ENPP6*, glycerophosphocholine cholinephosphodiesterase ENPP6; *Dnmt1*, DNA methyltransferase 1. Source data are provided as a Source Data file.

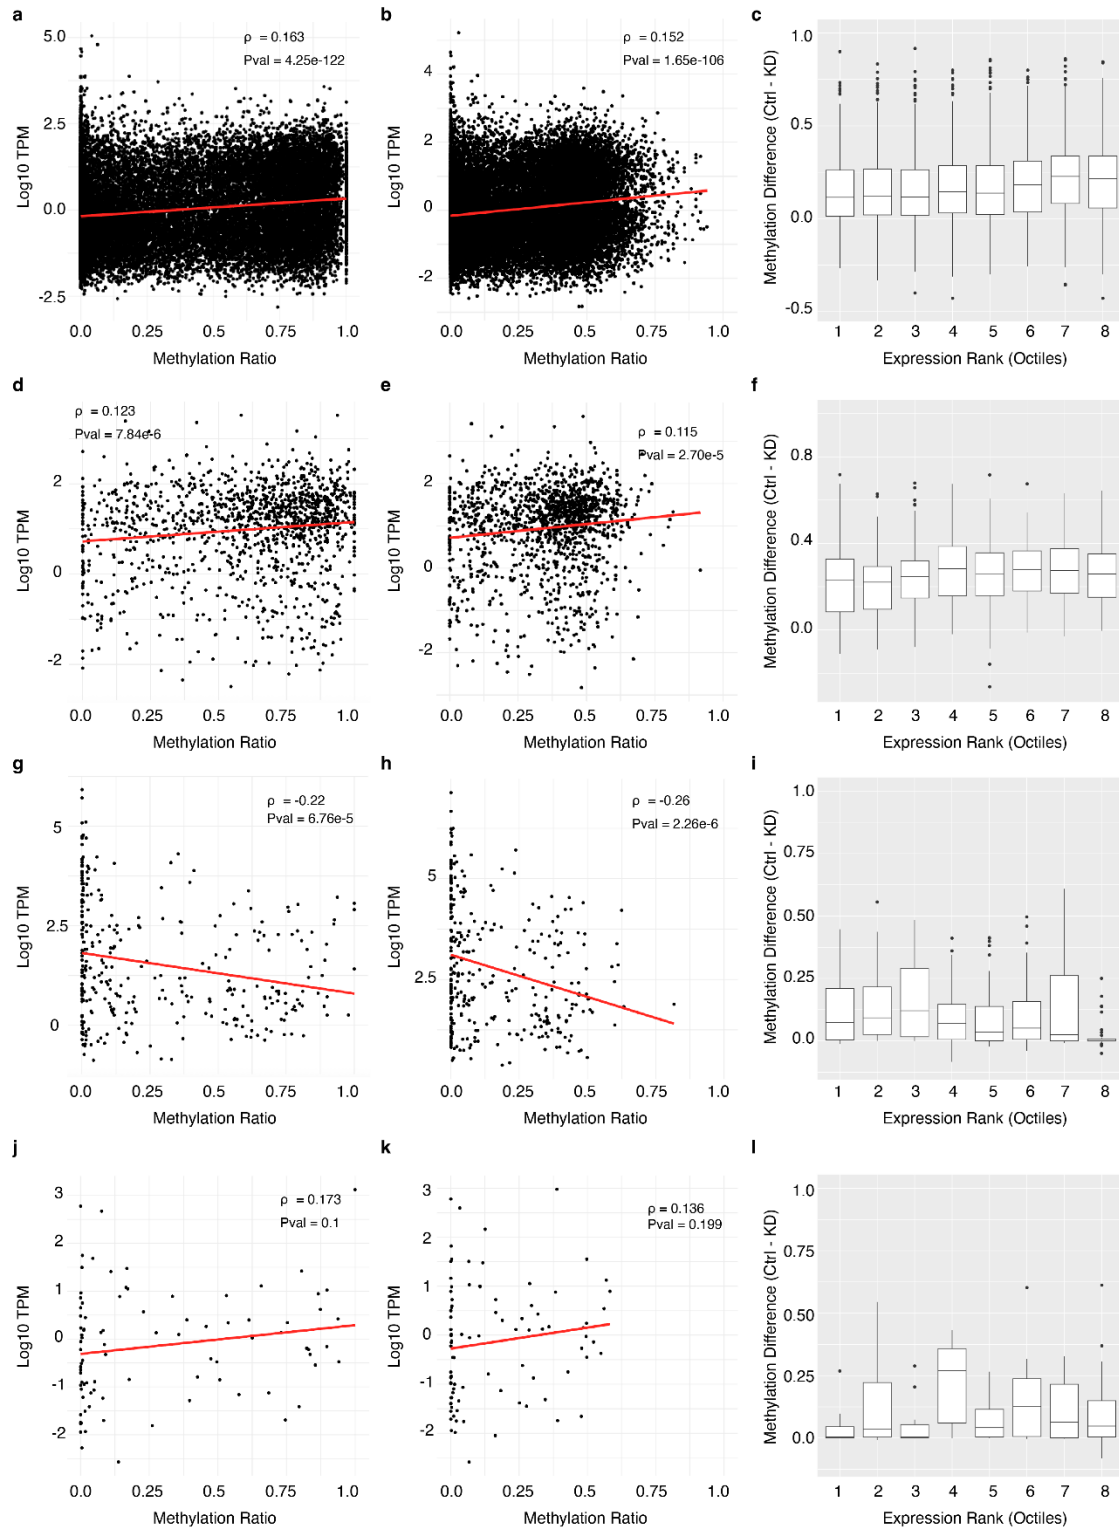

**Supplementary Fig. S3. WGBS & RNA-Seq integration shows gene class-specific correlations between gene body DNA methylation and gene expression.** Integration of WGBS and RNA-seq data, using averaged methylation ratios and TPMs across biological

replicates, reveals distinct correlation patterns: **a-c**, Across *all genes* (n=20503), gene body methylation and gene expression show a significant positive correlation in both **a**, control and **b**, knockdown samples. **c**, When gene expression is divided into octiles (1=lowest, 8=highest), against the loss of methylation (meth ratio Ctrl – KD) the highest-expressed genes show the largest methylation loss upon knockdown, indicating a positive link between methylation loss and expression level. **d-e**, Housekeeping genes (n=1322) follow the general trend but display a bell-shaped distribution when grouped by **f**, octiles, with moderately expressed genes losing the most methylation, a pattern reported in previous studies. **g-i**, Immune genes (n=323) show a strikingly different behavior, with a significant negative correlation between methylation and expression in both **g**, control and **h**, KD, and methylation loss concentrated in **i**, the lower-expression bins. **j-l**, Neuronal genes show no clear correlation, suggesting that methylation-expression relationships may be tissue-specific. Every row represents a gene class, left panels are always control and middle panels KD samples. Pearson's product-moment correlation tests were performed in R, reporting both rho and p-values on the plots. All box plots within this figure indicate the median (horizontal line), interquartile range (25<sup>th</sup>-75<sup>th</sup> percentile), and whiskers representing the minimum and maximum values within 1.5X the interquartile range.

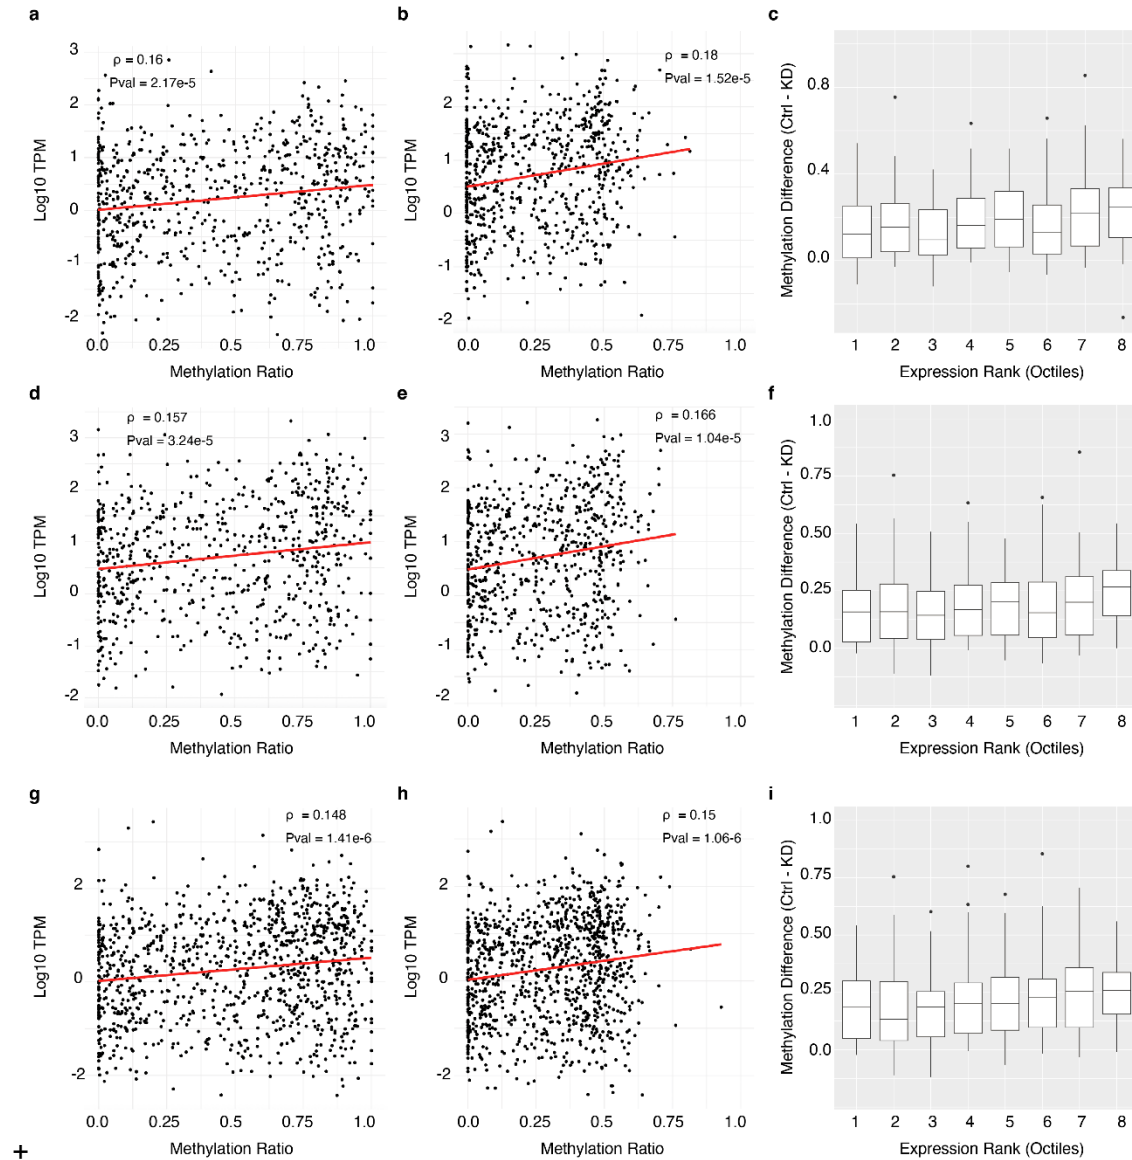

**Supplementary Fig. S4. WGBS & RNA-Seq integration of other gene classes.** **a-c**, Transcription factors, **d-f**, hematopoietic genes, and **g-i**, meiotic genes all show a positive correlation between methylation loss and expression, especially prominent in the highest-expression octiles, though some lower-expression bins also show substantial methylation loss. Every row represents a gene class, left panels are always control and middle panels KD samples. Pearson's product-moment correlation tests were performed in R, reporting both rho and p-values on the plots. All box plots within this figure indicate the median (horizontal line), interquartile range (25<sup>th</sup>-75<sup>th</sup> percentile), and whiskers representing the minimum and maximum values within 1.5X the interquartile range.

**Supplementary Tab. S1.** Single-cell RNA-seq details.

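Supplementary Table S1 lists for each animal the cells before and after filtering and the median numbers of genes and UMIs per cell. The deposited matrices hold the numbers of barcodes listed there before filtering, and a minimum of 100 features per cell gives the numbers listed after it. In Ctrl1 this removed 34.2% of the barcodes and in KD2 36.4%, against 0.42% in Ctrl2. Over the cells kept, the median was 132 features in Ctrl1, 492.5 in Ctrl2, 337 in Ctrl3, 552 in KD1, 136 in KD2 and 179 in KD3. Median UMIs per cell were 1140 in Ctrl2, 738.5 in Ctrl3, 223 in KD2 and 596 in KD3. A cell barcode marks the droplet and is drawn anew in each library. KD2 shared 238 barcodes with Ctrl3, 227 with KD1 and 72 with Ctrl2. Of its 999 barcodes, 484 were found in another library, 462 of them with more UMIs there, and 209 of its 635 filtered cells were among the latter.

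**Figure D3:**
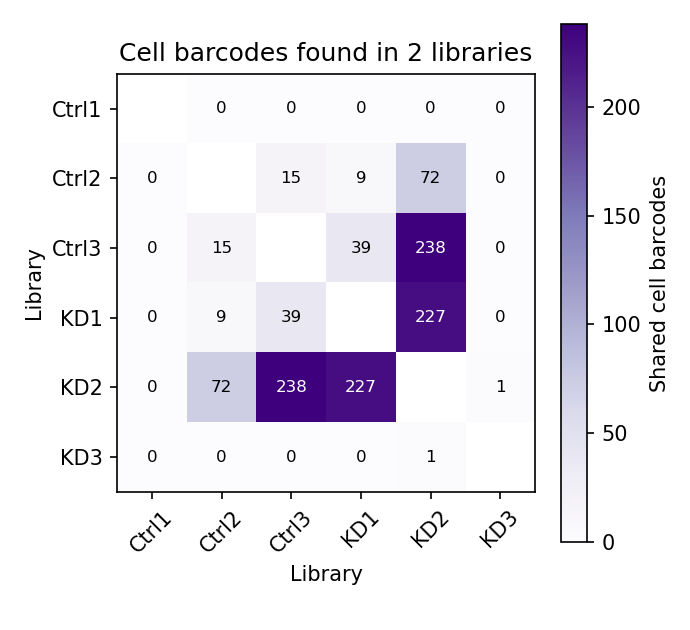
Number of cell barcodes found in both libraries of each pair (color and printed number), with the 6 libraries on both axes. KD2 shares 238 barcodes with Ctrl3 and 227 with KD1, and Ctrl1 shares 0 with every other library.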

| Sample       | Seurat Object ID | Group           | Cells before QC | Cells after QC | Median genes/cell | Median UMI/cell |
|--------------|------------------|-----------------|-----------------|----------------|-------------------|-----------------|
| <b>Ctrl1</b> | dsGFP1           | Control         | 8078            | 5318           | 114               | 244             |
| <b>Ctrl2</b> | dsGFP2           | Control         | 1201            | 1196           | 491               | 1135            |
| <b>Ctrl3</b> | dsGFP3           | Control         | 650             | 622            | 330               | 720             |
| <b>KD1</b>   | dsD1             | Dnmt1 Knockdown | 894             | 881            | 548               | 1246            |
| <b>KD2</b>   | dsD2             | Dnmt1 Knockdown | 999             | 635            | 111               | 196             |
| <b>KD3</b>   | dsD3             | Dnmt1 Knockdown | 3008            | 2869           | 175               | 584             |

**Supplementary Tab. S2.** Whole Genome Bisulfite Sequencing (WGBS) details.

| Sample       | Group           | Raw reads   | Depth  | Depth after filtering <10X Cs | Mapping efficiency (%) | Conversion ratio (%) |
|--------------|-----------------|-------------|--------|-------------------------------|------------------------|----------------------|
| <b>Ctrl1</b> | Control         | 440,958,485 | 10.4 X | 20.8 X                        | 37.8                   | 99.75                |
| <b>Ctrl2</b> | Control         | 221,623,053 | 6.6 X  | 16.4 X                        | 44.8                   | 99.75                |
| <b>KD1</b>   | Dnmt1 knockdown | 442,198,371 | 9.8 X  | 20.4 X                        | 35.3                   | 99.78                |
| <b>KD2</b>   | Dnmt1 knockdown | 189,161,366 | 5.6 X  | 15.2 X                        | 45.1                   | 99.77                |

**Supplementary Tab. S3.** Bulk RNA-seq details.

| Sample       | Comments        | Raw reads   | Q30 (%) | Mapped reads | Assigned reads |
|--------------|-----------------|-------------|---------|--------------|----------------|
| <b>Ctrl1</b> | Control         | 128,197,599 | 98.11   | 99,682,544   | 24,544,189     |
| <b>Ctrl2</b> | Control         | 145,459,006 | 98.11   | 115,150,632  | 30,313,705     |
| <b>KD1</b>   | Dnmt1 knockdown | 143,109,174 | 98.12   | 115,695,245  | 31,115,241     |
| <b>KD2</b>   | Dnmt1 knockdown | 137,260,101 | 98.12   | 108,976,724  | 28,226,744     |

**Supplementary Tab. S4.** MNase-seq details.

| Sample       | Comments        | Number of reads | Mapping efficiency (%) | Depth  |
|--------------|-----------------|-----------------|------------------------|--------|
| <b>Ctrl1</b> | Control         | 215,442,954     | 93.42                  | 5.16 X |
| <b>Ctrl2</b> | Control         | 224,839,317     | 93.47                  | 5.34 X |
| <b>Ctrl3</b> | Control         | 238,783,060     | 92.93                  | 5.66 X |
| <b>Ctrl4</b> | Control         | 328,033,441     | 95.21                  | 7.9 X  |
| <b>KD1</b>   | Dnmt1 knockdown | 259,977,259     | 93.38                  | 6.2 X  |
| <b>KD2</b>   | Dnmt1 knockdown | 246,807,606     | 94.03                  | 5.94 X |
| <b>KD3</b>   | Dnmt1 knockdown | 237,997,578     | 94.67                  | 5.74 X |
| <b>KD4</b>   | Dnmt1 knockdown | 361,241,752     | 95.22                  | 8.65 X |
| <b>KD5</b>   | Dnmt1 knockdown | 290,871,684     | 95.61                  | 7.02 X |
| <b>KD6</b>   | Dnmt1 knockdown | 306,508,449     | 95.62                  | 7.38 X |

**Supplementary Tab. S5.** Overview of replicates used per experiment/method.

| Method/experiment                                                    | Control biological replicates (n) | Dnmt1-KD biological replicates (n) | Figure       |
|----------------------------------------------------------------------|-----------------------------------|------------------------------------|--------------|
| Cold effect on <i>Dnmt1</i> expression                               | 6                                 | 6                                  | 1a           |
| Cold effect on <i>Dnmt3</i> expression                               | 3                                 | 3                                  | 1b           |
| Cold effect on <i>Tet</i> expression                                 | 3                                 | 3                                  | 1c           |
| Biofloc effect on <i>Dnmt1</i> expression                            | 3                                 | 3                                  | 1d           |
| <i>Dnmt1</i> -KD effect on <i>Dnmt1</i> expression (several tissues) | 3                                 | 3                                  | 1e-l         |
| Behavioural analysis                                                 | 9                                 | 8*                                 | 2a-f & S1a-b |
| Image Cytometry                                                      | 6                                 | 6                                  | 2h-j         |
| scRNA-seq                                                            | 3                                 | 3                                  | 3            |
| WGBS                                                                 | 2                                 | 2                                  | 4a-c & S2a   |
| Targeted bisulfite sequencing 28 dpi (WGBS validation)               | 3                                 | 3                                  | S2b-c        |
| Targeted bisulfite sequencing 6 mpi (WGBS validation)                | 3                                 | 3                                  | S2d          |
| RNA-seq                                                              | 2                                 | 2                                  | 4d-e         |
| qPCR (RNA-seq validation)                                            | 3-5 <sup>†</sup>                  | 3-5 <sup>†</sup>                   | S2e          |
| MNase-seq                                                            | 4                                 | 6                                  | 5f-l         |

\*One KD individual was excluded from behavioral analysis due to lack of locomotion (see Methods). <sup>†</sup>Number of biological replicates varied slightly between genes analyzed.

**Supplementary Tab. S6.** Primer sequences for qPCR.

| Primer                | Sequence (5' - 3')     |
|-----------------------|------------------------|
| TBP_qRT_forward       | GCTCGGATTGTACAGAAGTTGG |
| TBP_qRT_reverse       | GGCTGTGAGTGAGGACAAGG   |
| Dnmt1_qRT_forward     | GCCAGCGTTTACCTCAGAAG   |
| Dnmt1_qRT_reverse     | ACCCGCATGGTTAGTTTGAG   |
| SODC2_qRT_forward     | AGTGGCAGGCTGGAAATCTA   |
| SODC2_qRT_reverse     | CTTCTCGTGACATGGAAGC    |
| TDC1_qRT_forward      | AGGTTCGAGTCCCATGTGAG   |
| TDC1_qRT_reverse      | ACCATGTGAAGCTTCCCTGA   |
| PVR_qRT_forward       | CCTCAGCACGTATTTCCAGC   |
| PVR_qRT_reverse       | GGAAACAGTAGTCCTCGCCT   |
| SOD_qRT_forward       | TACGGTGTATGGGCTGACTC   |
| SOD_qRT_reverse       | CTTGAAGGGGTTGAAGTGGC   |
| Notch_qRT_forward     | AGATGCGAGACAGACACCAA   |
| Notch_qRT_reverse     | TTACTCCCATGTACGCCTCC   |
| ProPo_qRT_forward     | ATCGAGGGGTCTGTGTTTCAA  |
| ProPo_qRT_reverse     | CGTCGATAACTTTGGCCAGG   |
| Hml_qRT_forward       | AGATTCTGCTCTCGTCTCCG   |
| Hml_qRT_reverse       | CGGCGAAGGTTTCAACAAGAA  |
| MBP_qRT_forward       | AGCCTGTGTTGACTCCTACC   |
| MBP_qRT_reverse       | GCTGCCTATGACGTACTCCT   |
| PXN_qRT_forward       | CTTCCCAATCCGCGTCAAAT   |
| PXN_qRT_reverse       | AGGGAAGGGAACATGAGCAA   |
| CHF_qRT_forward       | ATGTCCCAAGGTGCAGTGTA   |
| CHF_qRT_reverse       | GGTTCCAAATGCCTCCACAT   |
| Klumpfuss_qRT_forward | CAGACCTGGTGCGCAATATC   |
| Klumpfuss_qRT_reverse | GAGGTGTTTGAGCCGAGTTG   |
| Ast2_qRT_forward      | GCTGCAATTTCTCCACTCGT   |
| Ast2_qRT_reverse      | TACGAGGTGGAAGAAGCGAG   |
| KPI_qRT_forward       | GGTGGGTTATGTGGACGGTA   |
| KPI_qRT_reverse       | TCTGTACAGGCTCCTTCGTG   |
| NAMPT_qRT_forward     | AATGTTGTCTTCGGCAGTGG   |
| NAMPT_qRT_reverse     | CGTCTTACCGAGGTCAGTGA   |
| DCAM_qRT_forward      | TCAGCTGCAAATTCCAAGACA  |
| DCAM_qRT_reverse      | TTGCGGATGAGAGTCACACT   |
| RN224_qRT_forward     | TGAGGAGGCTGAGACTGTTG   |
| RN224_qRT_reverse     | CCAGTGCAGCATCCATTGTT   |
| OCTB_qRT_forward      | CGACTCCACTCCACTGCTAA   |
| OCTB_qRT_reverse      | CGGAGGCATTGAAGGTCATG   |
| ENPP6_qRT_forward     | GCACGATGACATCCCCAATC   |
| ENPP6_qRT_reverse     | TGGAGCCCATGATGAAGTGT   |

**Supplementary Tab. S7.** Primer sequences to amplify dsRNAs.

Lowercase letters in primer sequences correspond to the T7 promoter required for in vitro transcription, while uppercase letters represent gene-specific sequences used for dsRNA synthesis.

| Primer          | Sequence (5' - 3')                       |
|-----------------|------------------------------------------|
| dsDnmt1_forward | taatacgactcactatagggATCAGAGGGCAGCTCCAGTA |
| dsDnmt1_reverse | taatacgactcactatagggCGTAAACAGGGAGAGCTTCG |
| dsGFP_forward   | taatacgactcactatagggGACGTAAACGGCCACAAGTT |
| dsGFP_reverse   | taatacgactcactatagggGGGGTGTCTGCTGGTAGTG  |

**Supplementary Tab. S8.** Primer sequences for MiSeq.

Lowercase letters indicate adapter sequences required for MiSeq library preparation while uppercase letters correspond to target-specific primer sequences.

| Primer              | Sequence (5' - 3')                                       |
|---------------------|----------------------------------------------------------|
| DMR1_MiSeq_forward  | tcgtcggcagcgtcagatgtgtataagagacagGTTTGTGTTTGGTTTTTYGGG   |
| DMR1_MiSeq_reverse  | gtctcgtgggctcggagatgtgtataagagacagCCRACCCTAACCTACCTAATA  |
| DMR2_MiSeq_forward  | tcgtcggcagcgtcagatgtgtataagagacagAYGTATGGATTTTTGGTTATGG  |
| DMR2_MiSeq_reverse  | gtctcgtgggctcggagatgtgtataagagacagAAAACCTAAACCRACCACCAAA |
| DMR3_MiSeq_forward  | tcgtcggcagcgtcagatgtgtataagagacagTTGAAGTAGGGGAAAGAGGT    |
| DMR3_MiSeq_reverse  | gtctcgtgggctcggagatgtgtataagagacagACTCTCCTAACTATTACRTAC  |
| DMR4_MiSeq_forward  | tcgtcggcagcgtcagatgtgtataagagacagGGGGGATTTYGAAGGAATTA    |
| DMR4_MiSeq_reverse  | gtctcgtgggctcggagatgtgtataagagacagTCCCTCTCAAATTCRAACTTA  |
| DMR5_MiSeq_forward  | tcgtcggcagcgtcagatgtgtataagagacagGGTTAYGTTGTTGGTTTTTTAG  |
| DMR5_MiSeq_reverse  | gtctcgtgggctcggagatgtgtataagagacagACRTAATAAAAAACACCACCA  |
| DMR8_MiSeq_forward  | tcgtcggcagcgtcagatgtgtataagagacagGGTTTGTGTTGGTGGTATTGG   |
| DMR8_MiSeq_reverse  | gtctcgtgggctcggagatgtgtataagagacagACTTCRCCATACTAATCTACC  |
| DMR9_MiSeq_forward  | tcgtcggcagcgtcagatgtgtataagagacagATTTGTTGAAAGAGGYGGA     |
| DMR9_MiSeq_reverse  | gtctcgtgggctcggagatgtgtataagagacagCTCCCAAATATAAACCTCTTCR |
| DMR10_MiSeq_forward | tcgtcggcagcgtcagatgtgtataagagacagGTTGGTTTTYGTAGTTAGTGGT  |
| DMR10_MiSeq_reverse | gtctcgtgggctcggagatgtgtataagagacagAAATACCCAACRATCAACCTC  |

## Supplementary note 1

List of recurrently used abbreviations and corresponding definitions.

| Abbreviation         | Definition                                    |
|----------------------|-----------------------------------------------|
| <b>BF</b>            | Bright field                                  |
| <b>bp</b>            | Base pairs                                    |
| <b>CA</b>            | Climbing attempts                             |
| <b>CPHs</b>          | Circulating prohemocytes                      |
| <b>Ctrl</b>          | Control                                       |
| <b>DEGs</b>          | Differentially expressed genes                |
| <b>DMRs</b>          | Differentially methylated regions             |
| <b>Dnmt1 / DNMT1</b> | DNA (cytosine-5)-methyltransferase 1          |
| <b>dpi</b>           | Days post-injection                           |
| <b>dsDnmt1</b>       | Double-stranded RNA targeting <i>Dnmt1</i>    |
| <b>dsGFP</b>         | Double-stranded RNA targeting <i>GFP</i>      |
| <b>dsRNA</b>         | Double-stranded RNA                           |
| <b>GCs</b>           | Granular cells                                |
| <b>HDNPs</b>         | Hemocyte-derived neuronal precursors          |
| <b>HCs</b>           | Hyaline cells                                 |
| <b>HPT</b>           | Hematopoietic tissue                          |
| <b>KD</b>            | Knockdown                                     |
| <b>MNase-seq</b>     | Micrococcal nuclease sequencing               |
| <b>mpi</b>           | Months post-injection                         |
| <b>PCA</b>           | Principal component analysis                  |
| <b>qPCR</b>          | Quantitative PCR                              |
| <b>RAS</b>           | Recirculating aquaculture system              |
| <b>RNA-seq</b>       | RNA sequencing                                |
| <b>RT</b>            | Room temperature                              |
| <b>SAD</b>           | Stop average duration                         |
| <b>scRNA-seq</b>     | Single-cell RNA sequencing                    |
| <b>SGCs</b>          | Semigranular cells                            |
| <b>SSC</b>           | Side scatter                                  |
| <b>TFs</b>           | Transcription factors                         |
| <b>TPM</b>           | Transcripts per million                       |
| <b>TSC</b>           | Total space changes                           |
| <b>TTL</b>           | Total time in light                           |
| <b>TTI</b>           | Total time immobile                           |
| <b>UMAP</b>          | Uniform manifold approximation and projection |
| <b>WGBS</b>          | Whole-genome bisulfite sequencing             |
| <b>5mC</b>           | 5-methylcytosine                              |

# Supplementary material for: Dnmt1 mediates epigenetic restriction of invasive traits in clonal crayfish
**Source:** Nat Commun. 2026 Mar 26;17:2954. doi: 10.1038/s41467-026-71049-z
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Gene expression data using qPCR were collected using LightCycler 480 SW 1.5.1. Image cytometry data were collected using INSPIRE software                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Data analysis   | Video recording were analysed using BORIS (v.8.27.10). Image cytometry data were analyzed using IDEAS software. scRNA-seq raw reads were processed with the CellRanger v4.0.0, and analyzed using Seurat v4.3.0 and SeuratObject v4.1.3 R packages; Slingshot (v2.6.0) was used to perform pseudotime analysis. WGBS were processed using Bismark (v0.20.0) and Bowtie2 (v2.3.5.1) for alignment and methylation calling. Targeted bisulfite sequencing were analyzed using BisAMP. RNA-seq raw data were mapped using Hisat2 (v2.2.1) and analyzed using DESeq2 (v1.38.3). MNase-Seq raw reads were aligned using bwa (v0.7.15) and transformed into BED using bedtools (v2.24.0). Analysis was performed using NucTools. Plots were generated using different packages: gplots (v3.1.3.1), ggplot2 (v3.4.4), vioplot (v0.4.0) and heatmap.2. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Single-cell RNA sequencing (scRNA-seq) data generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession code GSE295870 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE295870>]. Whole-genome bisulfite sequencing (WGBS) data generated in this study are available in GEO under accession code GSE295869 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE295869>]. Bulk RNA sequencing (RNA-seq) data generated in this study have been deposited in GEO under accession code GSE295871 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE295871>]. MNase-seq data generated in this study are available in GEO under accession code GSE295867 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE295867>]. Source data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Reporting on race, ethnicity, or other socially relevant groupings

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Data exclusions

Replication

Randomization

Blinding

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | anti-histone H3 antibody (Abcam, Cat. No.: ab1791; Lot number: 1068998-2) - 4 µg of antibody were used per 5 µg of chromatin.                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Validation      | This antibody is a rabbit polyclonal antibody used to detect Histone H3. It was used to increase the yield and purity of nucleosome-bound chromatin for MNase-Seq as done for Mallm et al. 2019 doi: 10.15252/msb.20188339. This antibody has been referenced in 5687 publications and in at least 9 different species, some of them non-model organisms. <a href="https://www.abcam.com/en-us/products/primary-antibodies/histone-h3-antibody-nuclear-marker-and-chip-grade-ab1791">https://www.abcam.com/en-us/products/primary-antibodies/histone-h3-antibody-nuclear-marker-and-chip-grade-ab1791</a> |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                          |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Procambarus virginalis (marbled crayfish), female, 1-3 years old, of similar weight and life cycle were used in this study. No strains or substrains exist from this species. But all animals were born and raised in the laboratory. It is a clonal parthenogenetic species so no genetic background differences exist. |
| Wild animals            | This study did not involve wild animals                                                                                                                                                                                                                                                                                  |
| Reporting on sex        | P. virginalis is an all-female clonal population that reproduces via parthenogenesis. All used individuals were female.                                                                                                                                                                                                  |
| Field-collected samples | This study did not involve field-collected samples                                                                                                                                                                                                                                                                       |
| Ethics oversight        | All laboratory experiments were performed by approval of the Zentrum für Präklinische Forschung from the Deutsches Krebsforschungszentrum (DKFZ) animal welfare committee, in compliance with local standards and guideline (Regierungspräsidium Karlsruhe)                                                              |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                                          |
|-----------------------|------------------------------------------|
| Seed stocks           | No plant species were used in this study |
| Novel plant genotypes | No plant species were used in this study |
| Authentication        | No plant species were used in this study |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|---------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Total filtered hemolymph was pelleted and resuspended in 1% dilution of paraformaldehyde (PFA) in water where it was fixed for 20 min at RT.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Instrument                | Cytometer ImageStream X MKII from Merck Millipore                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Software                  | Data collection was performed with INSPIRE software and data analysis with IDEAS software                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Cell population abundance | Crayfish hemolymph is composed of three main cell types: hyaline cells (0 - 10%), semigranular cells (~80%) and granular cells (5-15%)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Gating strategy           | Gating strategy was done based on cell size and granularity as differential parameters between crayfish hemocytes. The initially recorded sample population (n=1000) was filtered to keep the focused signals (Gradient RMS M01 Ch01 > 30), and single cells (Area M01 vs Aspect Ratio Intensity M01 Ch01). Cells were then split into smooth and rough cells based on the (Intensity MC Ch06, >1.5e5 associated to rough cells). Using differential size and granularity (Intensity MC Ch06 vs Area Ch01) granular cells were identified as cells with an area > 200 $\mu\text{m}^2$ and a high scatter intensity (> 1e5) and making use of the separation between cell populations. All cells were visually inspected. Spot Count function which allows to count the number of spots, i.e. granules in the side scatter channel (Ch06) was used to identify the hyaline cells as those containing 0 or 1 granules. Those cells that were not classified as either GCs or HCs, were considered SGCs. Signals associated with non-cellular identities, i.e. debris, were discarded. |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

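Single-cell RNA sequencing of hemocytes was analysed for 3 control animals (Ctrl1 to Ctrl3) and 3 *Dnmt1* KD animals (KD1 to KD3), all sampled 28 dpi. The authors made the deposited counts with Cell Ranger 7.0.0, including intronic reads and without forcing a cell number, so each deposited matrix holds whole UMI counts, without normalization, of 72982 features in the barcodes that Cell Ranger called as cells. The other deposited tables list the features and barcodes. Conditions were taken from the sample labels.

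Cells with at least 100 and at most 2000 features were kept, and no cell exceeded the upper limit. The mitochondrial filter was not applied, since the features carry no names. Median depth of the kept cells ranged from 223 UMIs in KD2 to 1258 in KD1. Clustering used Seurat 5.3.0 with SeuratObject 5.2.0 in R 4.3.3, with a scale factor of 10000, 2000 variable features by the vst method, 50 principal components, and the dimensions and resolutions that the paper states: 9 and 0.1 for Ctrl1, 15 and 0.09 for Ctrl1 with KD3, and 11 and 0.1 for the 6 animals down-sampled to 622 cells each with seed 1. Samples were integrated by anchors from canonical correlation analysis over 30 dimensions. Each cluster of a joint data set was given the number of the Ctrl1 cluster that most of its Ctrl1 cells came from. Where a cluster held fewer than 10 Ctrl1 cells, it was matched by the correlation of its mean profile if it held at least 5% of the cells, and otherwise left unmatched. Feature identifiers printed in Fig. 3b had been set down as markers of the 4 cell types in printed order. The leading features of the clusters matched these labels in the reverse order, so the clusters carry numbers in place of cell type names, and the counterpart of a cell type of the study is the cluster of the same rank in size.

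Scrublet, run per sample in scanpy 1.11.5, called between 1 and 5 cells per sample as doublets. In Ctrl1 it called 2 of 5318 cells, which is too few for the caller to have worked, so doublets were in effect kept. Shares of cells in a single animal are given with exact (Clopper-Pearson) 95% intervals, which cover counting error only. Shares were compared between 3 and 3 animals by an exact two-sided permutation test of the difference in means.

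Counts were summed per animal over all filtered cells, or over the cells of a cluster where an animal had at least 10, and tested with the quasi-likelihood test of edgeR 4.0.16 (TMM normalization, filterByExpr, Benjamini-Hochberg adjusted p under 0.05). Features to be named were to be those past the threshold with the largest fold change whose 3 KD animals all lay on one side of the controls, and no feature passed. Signatures were the 5 features per Ctrl1 cluster with the largest average log2 fold change, computed as in Seurat 4, among those detected in at least 25% of the cells of either side. They were tested by fry in limma 3.58.1 over 12 pairs of signature and cluster. Closely related features could share reads in the counting, which the counts do not show.

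The tests were tested on simulated data with 200 changed features, and the simulated spreads and changes were set after a first simulation at the spread of the data had given no calls. At a dispersion of 0.05 and a change of 2 on the log2 scale, the all-cell test of 4681 simulated features recovered 97.3% of the changed features it tested, with 5.8% of its calls false. The set test was tried on simulated sums of cluster 0 at a dispersion of 0.05 only. There it called the 1 of 4 sets that had been raised 4-fold and none of the others. The median dispersion of the data in cluster 0 was 0.23. What the set test can find at that spread was not tried, so the simulation cannot tell how much a set result without calls excludes.

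Alternatives covered the feature minimum, resolution, dimensions, integration, label transfer from Ctrl1, doublets, thinning of cells to 150 UMIs, down-sampling and its seed, normalization and filters, DESeq2 1.42.0, other set tests, the replicate block and leaving out each animal. A pair of further choices, leaving shared barcodes out of the library with fewer UMIs and using only the 4 libraries that share barcodes, were added after seeing the data. The rule that matches clusters, the use of numbers in place of cell type names and the fold change formula for the signatures were also chosen after seeing the data. The formula is that of the Seurat version of the paper and was chosen after the leading features had been compared with those printed in Fig. 3b. The level of *Dnmt1* and of other genes the paper names was not analysed here, because no table pairs the features with genes. The trajectory was computed as a minimum spanning tree in place of Slingshot.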

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

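The tests of shared barcodes and of depth as causes of the shares in KD1 and KD2, of the expected overlap and of the profiles of shared barcodes were chosen only after the results were seen, although thinning, the other seeds, the feature minimum, leaving out doublets and omitting the down-sampling were planned settings.

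The share of the cluster that corresponds to the HDNPs of the study was 10.1% in KD1 and 9.81% in KD2, above the 3 controls (7.24%, 2.57% and 3.70%), in samples whose shares the paper's text does not report. In KD3 it was 1.13%. Barcodes shared between libraries are argued against as the cause, since with these left out of the library with fewer UMIs KD1 had 11.2% and KD2 11.5% and the highest control 7.40%. A difference in depth stays open. With cells thinned to 150 UMIs, KD1 had 9.49% and KD2 8.60%, below the 10.1% of Ctrl1. The 7.24% of Ctrl1 with seed 1 was a low draw. It took 46 cells of cluster 1 among 622, while that cluster held 10.4% of all filtered cells of Ctrl1. The 10.1% after thinning lies near that share, so the draw can account for the rise in Ctrl1 without depth. Drawing other cells moved the share of Ctrl1 further, to 12.4% with seed 3. In KD1 and KD2 an effect of depth is not excluded. Without down-sampling, KD1 had 10.9%, KD2 11.5% and Ctrl1 10.5%. Whether KD1 and KD2 lie above Ctrl1 thus depended on the setting. Ctrl1 was also above KD1 with seed 4 (10.1% against 9.97%), with called doublets left out (10.6% against 10.1%) and with at least 200 features per cell (17.1% against 10.5%). With seed 5 it was above KD2 (9.49% against 9.00%) but below KD1 (12.1%). Ctrl2 and Ctrl3 stayed below KD1 and KD2 in each of the settings named here. A response to the knockdown that differs between animals remains an open explanation and was not tested.

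Of the 999 cell barcodes of KD2, 484 were also found in another library, where independent libraries should share almost none. The overlap of KD3 with Ctrl2, Ctrl3, KD1 and KD2, 1 barcode, gives an expected 0.058 barcodes in common for KD2 and Ctrl3, and 238 were observed, which argues against chance draws. Reads of 1 library assigned to another during sequencing are a candidate explanation. Of the 238 barcodes, 98.7% had a profile in KD2 that was closest to that of the same barcode in Ctrl3 among all 238, with a median cosine similarity of 0.541 against 0.294 for other barcodes. The median was 214.5 UMIs in KD2 and 1264 in Ctrl3. With KD1 the same held for 99.6% of 227 barcodes. With Ctrl2 it held for fewer, 70.8% of 72, with a median cosine similarity of 0.447 against 0.321. Random matching would give 0.44% with KD1 and 1.39% with Ctrl2. Mixing of the amplified libraries before sequencing stays open and was not tested. No biological explanation was tested. The 4 libraries involved hold 2 control and 2 KD animals, so such reads could make the groups more alike.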

How the results depend on the processing

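The settings named here were fixed before the data were examined, except leaving out shared barcodes and the restriction to the 4 libraries that share barcodes, which were chosen after seeing the data, as were the splits for cluster 2 and for the signatures. Where no cause is named below, the cause was not tested.

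In Ctrl1, the share of cluster 0 was 81.0% at resolution 0.05, 78.9% with 15 dimensions and 81.2% with the 2 called doublets left out. There a cluster of 736 cells had a profile that correlated best with cluster 3 (0.949) but was counted with cluster 0, from which 505 of its cells came, so cluster 3 has no value. With at least 200 features per cell the share of cluster 0 was 100%, since 1 cluster was left. Cluster 2 fell to 5.42% at resolution 0.05 and 6.73% with 15 dimensions, and cluster 3 to 3.18% at resolution 0.05. Cluster 1 stayed within its interval wherever it was found.

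The ratio of KD3 to Ctrl1 for the HDNP counterpart, 0.107, was 0.010 without integration, 0.0369 with transferred labels, 0.172 after thinning and 0.883 with at least 200 features per cell, where that cluster's profile correlated best with cluster 0. It stayed below 1 in all 8 alternatives. The ratio for the GC counterpart, 2.23, was 2.93 at resolution 0.05, 2.48 with 30 dimensions, 3.08 without integration, 2.04 with at least 200 features and 2.52 after thinning. For the CPH counterpart it was 0.00736 without integration and 0 with transferred labels, and no such cluster was found with at least 200 features. The ratio for the SGC counterpart, 1.04, stayed at 1.04 at resolution 0.05 and with 30 dimensions, although both shares moved, and was 1.06 without integration and 1.03 after thinning. It reversed to 0.923 with at least 200 features.

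Between 3 and 3 animals no p-value can pass 0.05, so only directions are compared. The difference for the SGC counterpart stayed negative in all alternatives, from -5.95 to -3.62 percentage points over the 6 fits that each left out 1 animal. The difference for the HDNP counterpart reversed to -0.545 with at least 200 features per cell. Leaving out each animal, it ranged from 0.964 to 5.47, and the highest value was found without KD3. The difference for the GC counterpart reversed to -0.645 with seed 5 and to -1.53 in the 4 libraries that share barcodes, and has no value with seed 4, where the matching rule counted a cluster of 602 cells with cluster 0 although its mean profile correlated best with cluster 2 (0.954). The value for the SGC counterpart with seed 4, -2.09, includes these cells. Without down-sampling, a cluster of 1282 cells was likewise counted with cluster 0 although its profile correlated best with cluster 2 (0.909). The difference for the GC counterpart ranged from -1.50 to 4.13 with each animal left out, and the lowest value was found without KD3, so that the direction rests on that animal. The CPH counterpart was not found at the settings of the paper. In the settings in which it was found, the difference was -0.482 with 30 dimensions, -0.804 at resolution 0.2, -0.609 without down-sampling, -0.436 with shared barcodes left out and -1.34 with transferred labels. The last value rests on Ctrl1 alone, with 25 cells there and 0 in every other animal.

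The count of signature and cluster pairs past the threshold was 0 of 12 and became 1 with camera at a preset correlation. It stayed 0 in the other alternatives, where the lowest adjusted p-value was 0.0591 without Ctrl1 (signature 3 in cluster 0, with the direction up in fry although the log2 ratio was -0.23), and mean scores per animal, tested by exact permutation, could not have passed. The log2 ratio of signature 2 in cluster 2 reversed to 0.20 with 10 features and to score differences of 0.0786 without and 0.132 with thinning, which left out 3 control and 62 KD cells. It ranged from -0.71 to 0.13 with each animal left out. In cluster 0 this signature reversed to 0.15 without down-sampling and 0.26 in the 4 libraries, and ranged from -0.49 to 0.099. Without down-sampling, cluster 0 included the 1282 cells whose profile correlated best with cluster 2. The values of that setting in clusters 0 and 2 thus compare other cells. Signature 1 in cluster 0 reversed to a score difference of -0.0258 without thinning and ranged from -0.43 to 0.49. In cluster 2 it reversed to 0.090 in the 4 libraries and ranged from -0.45 to 0.28. In cluster 1 it reversed to 0.029 in the 4 libraries and ranged from -0.62 to 0.029. Signature 0 in cluster 0 reversed to 0.22 in the 4 libraries and ranged from -0.36 to 0.049, and in cluster 2 it reversed to 0.073 in the 4 libraries and to 0.015 with shared barcodes left out. Without down-sampling, which also brought KD3 into cluster 1, the log2 ratio of signature 0 in cluster 1 went from -0.90 to 0.31, and those furthest from 0 were -1.26 (signature 0 in cluster 2), -0.85 (signature 1 in cluster 1), -0.81 (signature 3 in cluster 2), -0.63 (signature 2 in cluster 2) and -0.60 (signature 1 in cluster 2).

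Without a filter on low counts, the test called 14 features over all cells, 2 in cluster 0 and 1 in cluster 2, all lower in the KD animals, against 0 with the filter. DESeq2, upper-quartile normalization, the stricter filter, at least 200 features per cell, shared barcodes left out, the 4 libraries alone and each animal left out gave 0, as did 622 cells per animal over all cells. All 10 splits of the 6 animals gave as many calls, 0, over all cells, in cluster 0 and in cluster 2, and likewise for the signatures, so these splits cannot separate the real grouping from others. At an unadjusted p under 0.05 the real split gave 120 features over all cells, and the split that set Ctrl1, KD2 and KD3 against the rest gave 938.

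The replicate numbers do not pair the animals, since the correlations of the deviations of same-numbered animals over 7024 features were -0.171, 0.090 and 0.104. With the replicate number as a block, the all-cell test called 0 features, the tests in clusters 0 and 2 called 0, fry called 0 of 8 pairs, and the sign-flip p-values for the shares were 0.25, 0.5 and 1 for clusters 0, 1 and 2, with 0.25 the smallest possible.

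Clustering without the genes changed in the all-cell test was not run, because no gene changed. The alternatives for the level of *Dnmt1* were not run. With at least 200 features per cell, 106 cells were left in KD2 and 187 in Ctrl1, which limits every result of that setting.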

Differences from the paper's values

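The share of cluster 2 in Ctrl1 was 8.42%, against the paper's 5.2% for its GCs. Of the alternatives set before the data were examined, resolution 0.05 (5.42%) and 15 dimensions (6.73%) came within 1.5 times of the paper's value, while resolution 0.2 (8.42%) and leaving out called doublets (8.39%) did not, and no cluster 2 was found with at least 200 features per cell.

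The reduction of the HDNP counterpart in KD3 was 89.3% against the paper's 92%, and that of the CPH counterpart 91.6% against the paper's 90%. The increase of the GC counterpart was 2.23-fold against the paper's 2.9-fold, and 2.93-fold at resolution 0.05. The CPH reduction was 90.5% with 30 dimensions. These values lie within 1.5 times of each other. With at least 200 features per cell, the reduction of the HDNP counterpart was 11.7%.

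The median genes and UMIs per cell that Supplementary Table S1 lists, such as the paper's 244 UMIs in Ctrl1, match the medians over all barcodes (244 in Ctrl1), while the medians over the cells kept were higher (281 in Ctrl1).

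The paper states that the GC signature was higher in KD animals in the GC and SGC clusters. The log2 ratio of the corresponding signature between animals was -0.45 in cluster 2 and -0.26 in cluster 0. The features of the signature did not all go down in cluster 2. WNGS01001312.121569_1_covsplit, at 468070 CPM in Ctrl1, had a log2 fold change of -0.70. WNGS01063966.1054011_0_covsplit, WNGS01092210.1251734_1_covsplit and WNGS01160430.1886216, each at lower CPM in Ctrl1, had 0.73, 0.38 and 0.33. None of them passed the threshold. The features of this signature are not all those of the study, since 3 of the 5 printed in Fig. 3b for the cluster are in it. Another of the printed features, WNGS01163813.2084876, which ranked 9, was higher in the KD animals in cluster 2, with a log2 fold change of 1.37 (unadjusted p of 0.109). For the printed feature that ranked 6, WNGS01160776.1908630_0_covsplit, it was 0.48. The printed features were not tested as a set, and whether the choice of features is the cause was not tested. The log2 ratio of the signature was positive in cluster 2 with 10 features (0.20) and without Ctrl1 (0.13). In cluster 0 it was positive without down-sampling (0.15), without Ctrl1 (0.099) and in the 4 libraries that share barcodes (0.26), a restriction chosen after seeing the values. The mean score per cell, compared as a difference and not as a log2 ratio, was higher in the KD animals in cluster 2. That difference was 0.0786, and 0.132 with thinning. Without down-sampling, cluster 0 included 1282 cells whose profile correlated best with cluster 2, so the values of that setting given here compare other cells. The paper states that the HDNP signature was lower in the SGC cluster, and the log2 ratio in cluster 0 was 0.078, with a score difference of -0.0258 when scores were averaged per cell without thinning. In clusters 2 and 1, where the paper also states it as lower, the log2 ratios were -0.14 and -0.34, and -0.60 and -0.85 without down-sampling, against 0.092 in cluster 0. The SGC signature, stated as lower in the SGC and GC clusters, had log2 ratios of -0.13 and -0.32 (-0.14 and -1.26 without down-sampling), and the CPH signature, stated as lower in the same clusters, -0.30 and -0.69 (-0.18 and -0.81 without down-sampling). None of these passed the threshold between animals by fry. Camera with a preset correlation called the SGC signature in cluster 2.

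The paper describes a depletion of HDNPs in KD animals from Ctrl1 and KD3. Over 3 and 3 animals, the mean share of the counterpart was 4.50% in the controls and 7.02% in the KD animals, and it was lower in the KD animals only with at least 200 features per cell (-0.545 percentage points). A separate counterpart of the CPHs was not found in the 6-animal integration at the stated settings, and it was found with 30 dimensions, at resolution 0.2, without down-sampling and with transferred labels, and with shared barcodes left out, a setting chosen after seeing the values. With transferred labels it held 25 cells of Ctrl1, where the labels were defined, and 0 of every other animal.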

Other observations

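The tests of the leading feature of cluster 3 and of the barcode set of Ctrl1 were chosen only after the results were seen.

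The share of the HDNP counterpart was lower in KD3 (1.13%) than in Ctrl1 (7.24%). The controls ranged from 2.57% to 7.24% and did not reach the share of KD3, while KD1 and KD2, at 10.1% and 9.81%, lay above all controls. These are the values with seed 1. With seed 3 Ctrl1, at 12.4%, lay above KD1 and KD2. That the lowest control share, 2.57%, is below the highest KD share is a comparison across the groups and does not measure the spread within one. With 3 animals per group, spread between animals and an effect of the knockdown that is present in KD3 alone cannot be told apart. After thinning to one depth, the difference in mean share of the HDNP counterpart was 1.04 percentage points with the same sign as without thinning. Since this is within the spread between animals, an influence of depth on the shares cannot be told apart from chance.

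Ctrl1 stood apart from the other libraries. In the all-cell sums, the first principal component, with 42.1% of the variance, placed Ctrl1 at -100.7 and the other 5 libraries between 1.59 and 29.6. Its Spearman correlations with the other libraries, across features, were between 0.566 and 0.621, and those of the pairs without Ctrl1 ranged from 0.634 (Ctrl2 and KD3) to 0.875 (Ctrl2 and KD1). Of its cell barcodes, 25.1% opened with 7 bases that occur in KD3, against at least 96.9% for the other 4 libraries, so Ctrl1 may come from another set of barcodes and another library batch. Batch and animal cannot be told apart here, because 1 library has that set. The comparison of Ctrl1 with KD3 crosses this difference.

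The leading feature of cluster 3, WNGS01092210.1242857, was at 5.34 counts per 10000 UMIs in Ctrl1, at no more than 0.733 in Ctrl2 and Ctrl3, and at 1.70 in KD2. Both other controls thus lay within the range of the KD animals, which for this feature is consistent with a difference between Ctrl1 and the other libraries that is not the knockdown. It does not hold for all leading features of the cluster. The third, WNGS01111181.1434873, singled out after its values were seen, was at 58.4, 40.2 and 23.3 counts per 10000 UMIs in Ctrl1, Ctrl2 and Ctrl3 and at 17.3, 16.7 and 12.3 in KD1, KD2 and KD3, so that every control lay above every KD animal. With TMM normalization the groups overlapped, with 2888 CPM in KD3 and 2821 CPM in Ctrl2, and the unadjusted p was 0.0979 (adjusted p of 1.00). A difference between animals and one between library batches both stay open, as does an effect of the knockdown on the third feature.

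The number of cells and the depth behind the shares were unequal, and 1 feature took a large part of the counts in some libraries. WNGS01163813.2084876, singled out after its values were seen, took 20.2% of all UMIs in KD3 and 16.4% in KD2, but 3.96% in KD1, 2.68% in Ctrl1, 4.22% in Ctrl2 and 8.04% in Ctrl3. The feature ranked 9 among the leading features of cluster 2, the counterpart of the GCs, and is printed for it in Fig. 3b.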
